# Low expression of ELOVL6 may be involved in fat loss in white adipose tissue of cancer-associated cachexia

**DOI:** 10.1186/s12944-024-02126-9

**Published:** 2024-05-17

**Authors:** Chenyang Jin, Shuangjie Wang, Xiangyu Sui, Qingyang Meng, Guohao Wu

**Keywords:** Cancer-associated cachexia, ELOVL6, Fat loss, Long-chain fatty acid

## Abstract

**Background:**

Cancer-associated cachexia (CAC) arises from malignant tumors and leads to a debilitating wasting syndrome. In the pathophysiology of CAC, the depletion of fat plays an important role. The mechanisms of CAC-induced fat loss include the enhancement of lipolysis, inhibition of lipogenesis, and browning of white adipose tissue (WAT). However, few lipid-metabolic enzymes have been reported to be involved in CAC. This study hypothesized that ELOVL6, a critical enzyme for the elongation of fatty acids, may be involved in fat loss in CAC.

**Methods:**

Transcriptome sequencing technology was used to identify CAC-related genes in the WAT of a CAC rodent model. Then, the expression level of ELOVL6 and the fatty acid composition were analyzed in a large clinical sample. *Elovl6* was knocked down by siRNA in 3T3-L1 mouse preadipocytes to compare with wild-type 3T3-L1 cells treated with tumor cell conditioned medium.

**Results:**

In the WAT of patients with CAC, a significant decrease in the expression of ELOVL6 was found, which was linearly correlated with the extent of body mass reduction. Gas chromatographic analysis revealed an increase in palmitic acid (C16:0) and a decrease in linoleic acid (C18:2n-6) in these tissue samples. After treatment with tumor cell-conditioned medium, 3T3-L1 mouse preadipocytes showed a decrease in Elovl6 expression, and *Elovl6*-knockdown cells exhibited a reduction in preadipocyte differentiation and lipogenesis. Similarly, the knockdown of *Elovl6* in 3T3-L1 cells resulted in a significant increase in palmitic acid (C16:0) and a marked decrease in oleic acid (C18:1n-9) content.

**Conclusion:**

Overall, the expression of ELOVL6 was decreased in the WAT of CAC patients. Decreased expression of ELOVL6 might induce fat loss in CAC patients by potentially altering the fatty acid composition of adipocytes. These findings suggest that ELOVL6 may be used as a valuable biomarker for the early diagnosis of CAC and may hold promise as a target for future therapies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12944-024-02126-9.

## Introduction

Cancer is one of the most common causes of death worldwide and led to almost 10 million deaths in 2020 [1]. The metastasis and rapid proliferation of tumor cells can cause multiple systemic syndromes, including cancer-associated cachexia (CAC) [1]. CAC is characterized as a wasting syndrome induced by malignant tumors [2–4]. It involves persistent skeletal muscle depletion and fat loss, which are challenging to fully reverse using standard nutritional interventions. CAC not only leads to a grim prognosis but also diminishes the quality of life in individuals with malignant tumors [5, 6]. However, our understanding of the mechanisms underlying CAC remains relatively limited. Previous laboratory and clinical studies have revealed the generation of proinflammatory cytokines during crosstalk among somatic cells, immune cells, and tumor cells. These cytokines may adversely affect skeletal muscle, adipose tissue, and the central nervous system, causing clinical symptoms such as decreased appetite, skeletal muscle atrophy, and fat loss [7]. Recently, the role of fat loss in the pathophysiology of CAC has been reported as an increasingly important issue. Recent studies using CAC rodent models suggest that fat loss and altered lipid metabolic processes can occur before skeletal muscle atrophy [8–12]. White adipose tissue (WAT) is the most important energy storage site in adults and secretes various cytokines and hormones that regulate inflammation and metabolism [13]. According to most studies, the loss of WAT in CAC occurs primarily through three mechanisms: enhancement of fat hydrolysis, inhibition of fat synthesis, and browning of WAT [7, 14].

In this study, transcriptome sequencing of WAT from tumor-bearing mice was carried out. A reduction in the expression level of elongase of very long-chain fatty acid (ELOVL6) was then observed. Previous studies have found that ELOVL6 is abundant in lipid-rich tissues such as WAT and serves as the enzyme responsible for extending saturated fatty acids comprising 12–16 carbon atoms [15–17]. In rodent models, multiple studies have indicated that Elovl6 plays a critical role in regulating fatty acid metabolism. Notably, *Elovl6* knockout mice are protected from diet-induced insulin resistance [18, 19]. Under cold-acclimated conditions, *Elovl6* knockout mice exhibit reduced expression of genes associated with the thermogenic process in brown adipose tissue (BAT), indicating impaired thermogenic capacity [20]. Furthermore, over the past few decades, numerous studies have highlighted the crucial role of long-chain fatty acids (LCFAs) in regulating adipocyte metabolism. LCFAs present within adipocytes can enhance adipose thermogenesis [21–23] and trigger inflammation in adipose tissue [24, 25]. However, the role of ELOVL6 and LCFAs in CAC-induced fat loss remains unclear.

In summary, it is reasonable to hypothesize that ELOVL6 could be involved in fat loss in CAC. This study aimed to investigate both the expression level and function of ELOVL6 in the process of fat loss in CAC. The present study revealed that the expression of ELOVL6 was downregulated in the WAT of CAC patients. A low expression of *ELOVL6* was linearly correlated with the extent of body mass reduction. Finally, this study revealed that ELOVL6 may facilitate CAC-induced fat loss by altering the fatty acid composition of adipocytes.

## Methods

### Patients and tissue samples

This study recruited patients who received diagnoses at the General Surgery Department of Zhongshan Hospital, Fudan University, during the period spanning from July 2019 to June 2020. The inclusion criteria were as follows: (1) confirmation of gastric or colorectal cancer through a pathological assessment; (2) underwent radical surgery at the hospital; and (3) available complete clinical data. The exclusion criteria were as follows: (1) previously received a preoperative anticancer treatment (chemotherapy, targeted therapy, immunotherapy, or radiotherapy); (2) presence of severe organ dysfunction (renal failure, liver insufficiency, heart failure or chronic obstructive pulmonary disease), immune impairment (autoimmune disorders, lymphoma, leukemia or acquired immune deficiency syndrome) or uncontrolled metabolic syndrome (hyperthyroidism or diabetes). All enrolled patients were briefed about the research and consented to participate.

Clinical data (age, sex, height, weight, weight loss, tumor site, and tumor stage) for the enrolled patients were recorded. Nutrition-related laboratory parameters, including hemoglobin, albumin, prealbumin, and total protein levels, were also recorded.

According to the American Society of Clinical Oncology (ASCO) guidelines on CAC management [2, 4], patients were defined as having CAC if they satisfied one or more of the following conditions: (1) a decrease in body weight exceeding 5% during the preceding 6 months or (2) a weight reduction of more than 2% coupled with a body mass index (BMI) less than 20 kg/m^2^.

Abdominal subcutaneous WAT was carefully separated and divided into approximately 500 mg pieces before being transferred to sample storage tubes. The samples were then rapidly frozen using liquid nitrogen and preserved at -80 °C for subsequent examination.

### CAC rodent model

Male C57BL/6 mice weighing 18–20 g and aged 6–7 weeks were randomly assigned to two study groups: (1) the healthy control group (CONT) and (2) the tumor-bearing group (CAC). The mice were provided by the Shanghai Institutes for Biological Science. The CAC mice were subcutaneously injected with 5*10^6^ Lewis lung carcinoma (LLC) cells dissolved in phosphate-buffered saline (PBS) near their ilium in the lower back. In contrast, the CONT group received PBS injections only. All mice were euthanized 28 days after LLC cell or PBS injection. Samples of inguinal white adipose tissue (iWAT), epididymal white adipose tissue (eWAT), gastrocnemius muscle, liver, and heart tissue were collected from each mouse. The samples were then rapidly frozen using liquid nitrogen and preserved at -80 °C for subsequent examination.

### RNA sequencing

Total RNA extraction was performed using the TRIzol reagent (Thermo Fisher, China, No. 15596018CN) according to the official guidelines. The degradation and contamination of RNA were identified using agarose gel (1%) electrophoresis. The RNA concentration was determined by employing a NanoPhotometer spectrophotometer (Implen, Germany) at OD260/280 and OD260/230. RNA integrity was assessed by an Agilent 2100 Bioanalyzer (Agilent, USA). Subsequently, mRNA was extracted and constructed into a cDNA library by NEB kits following official guidelines (NEB, USA, No. #E7490 and #E7775). After assembly, the library was quantified with a Qubit 2.0 fluorometer (Thermo Fisher, USA) and then diluted to a concentration of 1.5 ng/µL using enzyme-free water. The insert fragments were detected by using an Agilent 2100 Bioanalyzer. The libraries were quantified using qRT‒PCR while ensuring that the effective library concentration exceeded 2 nM. Sequencing of the library was completed through the Illumina HiSeq 4000 platform.

### Bioinformatic data processing

The raw data in fastq format underwent initial processing and data cleaning with Perl scripts developed in-house. After that, the read number of each gene was counted and normalized. The reference genome and its corresponding index were assembled using HISAT2 v2.0.5 after being downloaded from the Ensembl database (Ensembl *Mus musculus* release-94). Differential expression analysis was performed between two sets of data utilizing the DESeq2 R package (version 1.16.1). Genes identified as differentially expressed had an adjusted *p* value (padj) less than 0.05. The Gene Ontology (GO) database (version 2020-04-23, 10.5281/zenodo.3765910) [26, 27] and Kyoto Encyclopedia of Genes and Genomes (KEGG) database (release 94.0) [28] were used for enrichment analysis. Among the genes with differential expression, GO terms and KEGG pathways that demonstrated a padj less than 0.05 were deemed significantly enriched. The mRNA-seq dataset used in this study has been uploaded to the Gene Expression Omnibus database (GSE242812).

### Real-time PCR

Total RNA from both animal and human tissue was extracted by using the TRIzol reagent (Thermo Fisher, China, No. 15596018CN). Reverse transcription of mRNAs was conducted by employing a Qiagen Quantinova kit (Qiagen, China, No. 205,411). A real-time PCR system was established with a Qiagen SYBR Green PCR Kit (Qiagen, China, No. 208,052), and the reactions were performed on a LightCycler 480 platform (Roche, China). The list of PCR primers used is provided in the supplemental materials.

### Western blotting

RIPA lysis buffer (Thermo Fisher, China, No. 89,901) was used for protein extraction from both tissue and cell samples, after which the proteins were quantified by a BCA protein assay kit (Thermo Fisher, China, No 23,227). Proteins were separated by SDS‒PAGE and transferred to a nitrocellulose membrane through standard procedure. In this study, primary antibodies against β-tubulin (CST, USA; 1:1000, No. 86,298 S) and ELOVL6 (Novus Biologicals, USA; 1:1000, No. NBP2-81714) were used. Goat anti-rabbit IgG marked with horseradish peroxidase (Thermo Fisher, China, 1:30000, No. 31,460) was used as secondary antibody. A Tanon 5200 imaging system was used to identify and analyze the stained bands.

### FAME analysis

A mixture of ether and petroleum ether was used to extract fatty acids. The fatty acids were esterified to form fatty acid methyl esters (FAMEs) before being injected into the gas chromatograph for flame ionization detection. The percentage of a particular fatty acid was determined by the ratio of the peak area of that fatty acid to the sum of the peak areas of all fatty acid components.

### Cell culture

3T3-L1 mouse preadipocytes were cultivated in Dulbecco’s modified Eagle’s medium supplemented with high glucose (HG-DMEM, Thermo Fisher, China, No. 10,569,010), to which 10% neonatal calf serum (NCS, Thermo Fisher, China, No. 16,010,159) and 1% penicillin-streptomycin solution (PSS, Thermo Fisher, China, No. 15,140,122) were added. Similarly, LLC and CT26 mouse colon cancer cell lines were cultured in HG-DMEM supplemented with 10% fetal bovine serum (FBS, Thermo Fisher, China, No. 10,091,148) and 1% PSS. The cells were kept in a microbiological incubator at 37 °C with a 5% CO_2_ gas level. The Cell Bank at the Chinese Academy of Sciences generously provided all the cells.

### Differentiation of 3T3-L1 cells

For the initial differentiation of 3T3-L1 cells, differentiation-induced medium (DIM-I) consisting of DMEM supplemented with 1 µM dexamethasone (Sigma, China, No. D4902), 0.5 mM 3-isobutyl-1-methylxanthine (IBMX, Sigma, China, No. I5879), 1 µg/mL insulin (Millipore, China, No. 407,709), 1% PSS, and 10% FBS was used. Subsequently, another differentiation-induction medium (DIM-II) was used to maintain the differentiation environment. DIM-II was composed of DMEM supplemented with 1 µg/mL insulin, 1% PSS, and 10% FBS. The 3T3-L1 cell differentiation process commenced two days after the cells reached 100% confluency (D0) by switching to DIM-I medium. On Day 2 (D2), the medium was replaced with DIM-II, which was renewed every 2 days until further intervention.

### Preparation and use of conditioned medium (CM) from CT26 tumor cells

The preparation of CM from tumor cells has been described in our previous work [29]. Two days after CT26 cells (or 3T3-L1 cells) were passaged, the medium supernatant was collected and filtered. The CM consisted of 66% CT26 medium supernatant and 33% complete medium and was replaced on D4 in the CM group to form a cachexic environment. A mixture of 66% 3T3-L1 medium supernatant and 33% complete medium served as the corresponding intervention for the negative control (NC) group. Interleukin-6 (IL-6, Sangon, China, No. D111466) was added to the complete medium as a positive control at a final concentration of 100 ng/ml [30].

### Cell transfection

In 6-well plates, 3T3-L1 cells were cultured until they reached a confluency of 70–90%. Reduced-serum medium (Opti-MEM, Thermo Fisher, China, No. 31,985,062) and Lipofectamine 2000 (Thermo Fisher, China, No. 11,668,019) was used for transfection, following the official guideline. The specific siRNA was transferred into 3T3-L1 cells for the *Elovl6* KD group. The negative control group received the same procedure of transfection but with a non-targeting siRNA (Silencer™ negative control 4# siRNA, Invitrogen, China, No. AM4642). After 8 h of transfection, the medium was replaced with complete medium. The cells were allowed to grow until they reached 100% confluence for differentiation, as previously described. Sangon Biotech (Shanghai, China) custom-designed and produced the siRNAs used for *Elovl6* knockdown. It features a sense strand sequence of GCUCUUCGAACUGGUGCUUTT and an antisense strand sequence of AAGCACCAGUUCGAAGAGCTT.

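The sense strand without its TT overhang, GCUCUUCGAACUGGUGCUU, has 19 bases and a GC content of 52.6%, and the 2 strands pair over all 19. The same 19 bases were found in the mouse reference transcripts (GENCODE M21, genome build GRCm38) on chromosome 3 from 129628293 to 129628311, on the plus strand. The site lies in exon 4 of the 5 exons of an Elovl6 transcript of 5951 bases, within the coding sequence, at bases 374 to 392. It starts at base 232 of the coding sequence and touches codons 78 to 84 of the 267 codons. With 30 bases on each side, the mRNA reads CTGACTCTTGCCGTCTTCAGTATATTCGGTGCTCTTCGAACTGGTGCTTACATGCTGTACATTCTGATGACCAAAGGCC. Of the 5 Elovl6 transcripts in the annotation, 4 hold the site without a mismatch. Among 141767 transcripts searched, 1 other gene had an exact match, the processed pseudogene Gm11295 on chromosome 13 from 22282354 to 22283548. No other gene matched with 1 or 2 mismatches, and 20 genes matched with 3. These are matches of sequence alone, and the 3T3-L1 cells of the knockdown were not analysed here.

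**Figure D1:**
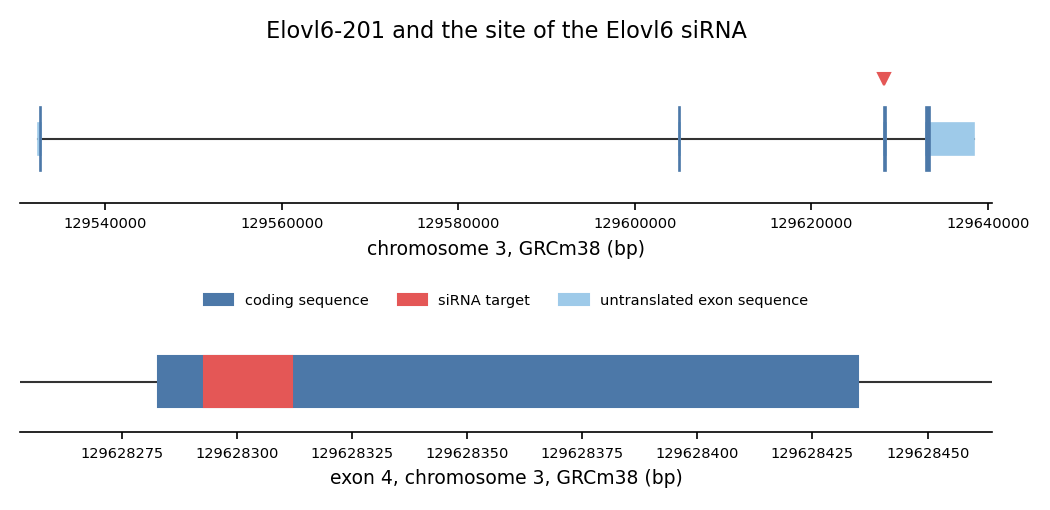
Exons of the Elovl6 transcript of 5951 bases on chromosome 3 of GRCm38 (upper panel, position in bp) and exon 4 enlarged (lower panel). Dark boxes are coding sequence, light boxes are untranslated exon sequence, and the red marks are the 19 bases of the siRNA target, which lie wholly within the coding part of exon 4.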

### Oil red O (ORO) staining

The ORO solid powder (Sigma, China, No. O0625) was dissolved in isopropanol to a concentration of 0.5% and then filtered with filter paper to obtain the ORO staining solution. It was stored in the dark at 4 °C. After being prepared for use, the storage solution was diluted 60% in water and filtered with filter paper to obtain the ORO staining working solution. The cells underwent two rounds of PBS rinsing, followed by fixation with 4% paraformaldehyde at room temperature (RT) for half an hour. Subsequently, they received another round of washing with diluted water. Then, the cells were subjected to ORO staining solution and allowed to stain for 30 min at RT. Afterward, destaining was carried out by a single wash with absolute ethanol. After staining each well, 1 ml of isopropanol was added, and the absorbance was measured at 510 nm with a TECAN spectrophotometer.

### Statistical analysis

Statistical hypothesis testing and plotting were performed using GraphPad Prism 9.0.0. Normality testing was conducted using both the Anderson–Darling and Shapiro–Wilk tests. Based on the normality of the data, Student’s t test or the Kruskal‒Wallis rank-sum test was used to evaluate overall mean differences between groups. The chi-squared test was used to compare the proportions of categorical variables between groups.

## Results

### Transcriptional sequencing revealed low expression of *Elovl6* in the WAT of CAC mice

First, a CAC rodent model was established by subcutaneously injecting LLC cells into mice, and mice injected with PBS served as the control group (CONT). Four weeks after LLC cell injection, mice in the CAC group exhibited a notable reduction in tumor-free body weight and exhibited fat and muscle atrophy in multiple locations (Fig. 1a and b), indicating the successful establishment of this CAC rodent model.

**Fig. 1:**
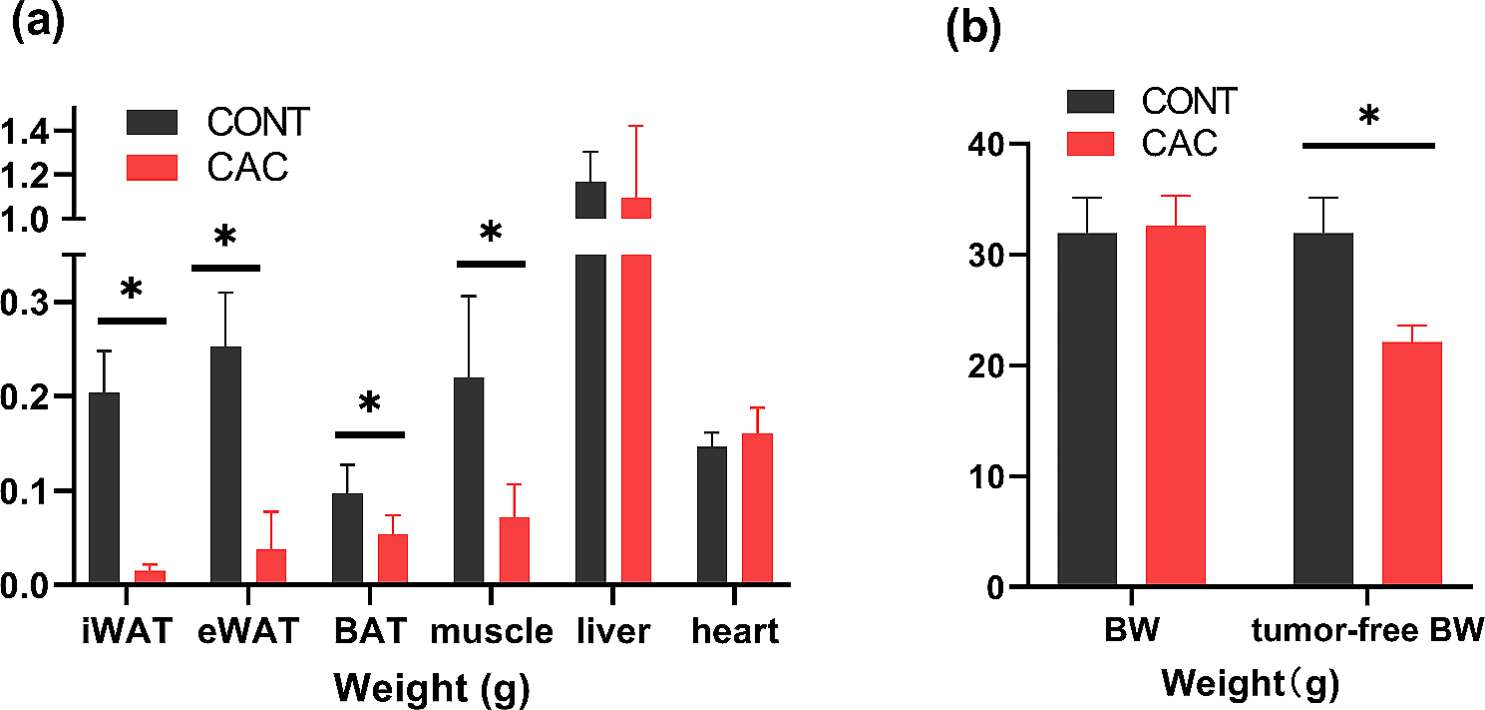
Change of body composition and weight in CAC mice. (**a**). Comparison of fat, muscle, liver, and heart weights between CAC (*n* = 10) and control (*n* = 10) mice. (**b**). Comparison of body weight (BW) and tumor-free BW between CAC and control mice. The findings are presented as the mean ± SEM, with statistical significance indicated by *P < 0.05

Next, eWATs were obtained from 6 mice for transcriptome sequencing, comprising 3 from the CAC group and 3 from the CONT group. 

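Epididymal white adipose tissue (eWAT), the fat pad beside the epididymis, was taken 28 days after the mice received LLC cells, a mouse lung carcinoma line, or PBS. The authors made 1 mRNA library per mouse and aligned the reads with HISAT2 to the mouse genome of Ensembl release 94. They deposited the number of reads counted on each of 55039 genes, without normalization, and the FPKM values of the same genes, which divide each count by transcript length and by a library total. The genes include 507 loci without an Ensembl identifier, called assembled loci here. The paper's text does not name the counting tool and does not say whether counting used the strand, so counts of overlapping genes and of near-identical copies are uncertain. The 3 CONT libraries held 15713794, 19819755 and 20638492 counts in the order of their replicates, with a median of 19819755. The 3 CAC libraries held 24996701, 22829269 and 25926425 counts, with a median of 24996701, so every CAC library was deeper than every CONT library. On edgeR's CPM scale, which divides each count by the library's total after TMM adjustment, a level of 1 CPM stood for 11.2 reads in CONT replicate 1 and for 26.5 reads in CAC replicate 3. Genes of the mitochondrial genome took 30.2% of the counts in CONT replicate 1 (95% Wilson confidence interval 30.1 to 30.2%, counting error only) and from 3.89% to 5.04% in the other 5 libraries. The TMM normalization factors ran from 0.717 in CONT replicate 1 to 1.16 in CONT replicate 2. Across 5779 genes with a mean log2 CPM above 5, the log2 ratio of CONT replicate 1 to CONT replicate 2 had an SD of 0.832, and that to CONT replicate 3 an SD of 0.872. Between CONT replicates 2 and 3 this SD was 0.297. Within each group, every pair of libraries differed by more than counting noise (chi-square per degree of freedom from 49.8 to 414), so none was a copy of another. The groups were compared with edgeR's quasi-likelihood test on the 17296 genes that passed edgeR's expression filter, with TMM normalization and Benjamini-Hochberg adjustment, and fold changes are given as CAC over CONT. With 3 mice in each group, an exact two-sided permutation test cannot give a p under 0.1. The study used DESeq2, which was run here as an alternative along with other normalizations, filters and the FPKM values.

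**Figure D2:**
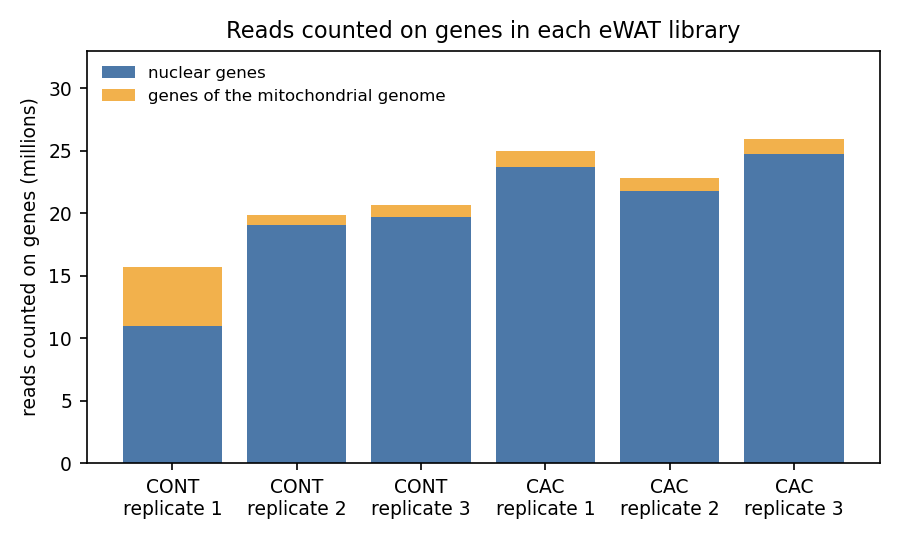
Reads counted on genes in each of the 6 eWAT libraries, split into nuclear genes and genes of the mitochondrial genome. CONT replicate 1 has the lowest total, 15713794, and the largest mitochondrial share, 30.2%.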

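At least 1 read was counted on 34214 of the 55039 listed genes in at least 1 of the 6 libraries. The number of genes with a read in a single library ran from 21616 in CONT replicate 1 to 29167 in CONT replicate 2. A stricter rule moved the total: 24834 genes had at least 10 reads summed over the libraries, 18767 had at least 1 read in every library, and 16508 reached an FPKM of at least 1 in at least 1 library.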

In total, 31,447 genes were successfully identified. A total of 715 genes were significantly differentially expressed in the WAT of CAC mice according to the criteria for differential expression (|log2(fold change)| greater than 1 and padj less than 0.05). Among these genes, 368 were upregulated, while 347 were downregulated (Fig. 2a). 

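By edgeR's quasi-likelihood test, 0 of the 17296 genes had an adjusted p under 0.05, with or without the fold change criterion. The smallest adjusted p was 0.127, shared by 14 genes. At an unadjusted p under 0.05 there were 2294 genes, where 5% of the genes tested is 864.8, and 1352 of them also had an absolute log2 fold change above 1. In 3883 genes (22.5%) the 3 CAC libraries did not overlap the 3 CONT libraries, where chance gives 10%. The common dispersion of the counts was 0.265. The alternative that moved the number of genes most was DESeq2, the tool of the study, with 733 genes past both criteria and 959 past the adjusted p alone. Of the 733 genes, edgeR tested 681, and all 681 had an unadjusted p under 0.05 and the same direction there. The number from DESeq2 rested on single libraries: it was 1291 without CONT replicate 1, of which 584 were among the 733, and 503 without CAC replicate 3, of which 340 were among them. With edgeR, the fits that each left out 1 library gave 0 genes with an adjusted p under 0.05, and from 1384 genes (without CAC replicate 2) to 3032 genes (without CONT replicate 1) with an unadjusted p under 0.05.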

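Among the 2294 genes with an unadjusted p under 0.05 by edgeR's quasi-likelihood test, 1092 were higher and 1202 lower in CAC. With an absolute log2 fold change above 1 as well, 529 were higher and 823 lower. DESeq2 called 372 higher and 361 lower, but 491 and 800 without CONT replicate 1 and 370 and 269 without CONT replicate 3. The balance also moved with the test, at 228 higher and 159 lower in edgeR's likelihood ratio test and 287 and 389 in voom with sample quality weights, both chosen after data had been seen. It moved with the scaling as well: with offsets for transcript length and GC content in the edgeR fit, an alternative chosen after the libraries had been compared, 1395 of 2167 genes with an unadjusted p under 0.05 were higher. The volcano plot of Fig. 2a labels 11 genes, and all 11 had libraries that did not overlap between the groups, where chance gives 10%. Their adjusted p from edgeR ran from 0.142 to 0.215, and all 11 passed when adjusted over the list alone, which is not independent evidence because the study chose them on these libraries. Lpin1, a phosphatidate phosphatase, rose from 298 ± 82.5 CPM (SD, n = 3) to 1216 ± 134 CPM, a log2 fold change of 2.03 (standard error 0.31, adjusted p = 0.179 by edgeR's quasi-likelihood test). Asph, Gm31305 and Doc2b had log2 fold changes of 1.62, 3.33 and 2.93. Gm31305 lies opposite Pde4dip, whose 10406 reads against its own 1784 leave its count uncertain. Gm48199 held at most 1 read in each CONT library and 21, 403 and 952 reads in the CAC libraries, at least 99.3-fold higher in CAC, or at least 48.1-fold higher without CAC replicate 3. Of the genes that fell, Slamf9 had a log2 fold change of -2.14, Grb14 of -2.74, Fam20c of -1.75 and Ramp3 of -3.21. Ighg1, an immunoglobulin heavy chain gene, held at most 2 reads in each CAC library and was at least 34.6-fold lower there. The remaining label is Elovl6.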

The GO and KEGG databases were used for enrichment analysis. A total of 328 GO terms exhibited significant enrichment, including 25 GO terms related to fatty acid and lipid metabolism (Fig. 2c). Moreover, 19 significantly enriched KEGG pathways were identified (Supplemental Fig. S1). 

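The GO terms themselves were not used here. In their place, 31 gene lists written before the data were examined were tested with limma's camera, a competitive test of whether a list's genes changed more than the other genes, on log2 CPM with Benjamini-Hochberg adjustment over the 31 lists. Of the 15 pathway lists, 8 had an adjusted p under 0.05. The alternative that moved this number most was an inter-gene correlation estimated from the data in place of the preset 0.01, which left 1 list. Under fry, a rotation test, 6 of the 15 lists had an adjusted p under 0.05. For mitochondrial fatty acid oxidation, 24 genes were tested, with a median log2 fold change of 0.54, 19 of them higher in CAC, and an adjusted p of 2.9e-06. In 16 of these genes every CAC library was above every CONT library, and in 0 of them below. For the peroxisome, 25 of 35 genes were higher, with a median of 0.48 and an adjusted p of 4.7e-05. Targets of PPARα in fasting had a median of 1.23, with 11 of 12 genes higher and an adjusted p of 2.9e-06. De novo lipogenesis moved the other way, with a median of -0.98, 15 of 18 genes lower and an adjusted p of 0.0027. Under fry the first 3 of these lists kept an adjusted p under 0.05 and de novo lipogenesis did not (0.148). With the estimated correlation none of the 4 did. The lists also share genes, so they are not independent of each other. In another list not taken from the paper were 10 of the 25 oxidation genes and 3 of the 35 of the peroxisome. The same held for 8 of the 17 PPARα targets and 10 of the 18 genes of de novo lipogenesis. Several members had been picked by the study from these libraries: 3 of the 25 genes of the oxidation list, 5 of the 35 of the peroxisome, 1 of the 17 of the PPARα targets and 3 of the 18 of de novo lipogenesis. Fatty acid elongation and desaturation, triglyceride synthesis and lipolysis did not pass camera, with adjusted p of 0.565, 0.245 and 0.245.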

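KEGG's own pathways were not used here, and the lists below were tested in the same family of 31. For the tricarboxylic acid cycle, 23 of 30 genes were higher in CAC, with a median log2 fold change of 0.47 and an adjusted p of 2.2e-05 by limma's camera (0.0047 under fry). In single genes, 16 had an unadjusted p under 0.05 by edgeR's quasi-likelihood test, and 0 had an adjusted p under 0.05 either over all genes or adjusted over the list alone. For the degradation of branched-chain amino acids, 29 of 43 genes were higher, with a median of 0.54 and an adjusted p of 2.9e-06 (0.0328 under fry). Adjusted over the list alone, 7 of the 43 passed, and 0 passed over all genes. In this list Bckdha, a subunit of the branched-chain ketoacid dehydrogenase, had a log2 fold change of 1.33 (standard error 0.27, adjusted p = 0.224). With each library left out in turn, both lists kept an adjusted p under 0.05 by camera. With the estimated correlation neither did (0.0727 for the tricarboxylic acid cycle and 0.263 for branched-chain amino acids). Of their genes, 2 of the 30 and 12 of the 43 are also in another list not taken from the paper.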

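The chord diagram of Fig. 2d names 21 genes. By edgeR's quasi-likelihood test all 21 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05 over all genes, with values from 0.179 to 0.345. All 21 passed when adjusted over the list alone, which is not independent evidence, since the study picked the genes on these libraries. In 19 genes the CAC and CONT libraries did not overlap, where chance gives 10%. DESeq2 placed all 21 past both criteria with all 6 libraries, and 9 without CONT replicate 2 and 10 without CAC replicate 3. Genes of the diagram that are not in Table 1 include Acacb, Ces1d, Ces1f, Nfkbia, Hibch, Stat3 and Scd2. Acacb, the mitochondrial acetyl-CoA carboxylase, rose from 197 ± 78.3 CPM (SD, n = 3) to 1116 ± 211 CPM, a log2 fold change of 2.50 (standard error 0.38). Scd2, a desaturase, fell from 337 ± 164 CPM to 82.1 ± 48.1 CPM, a log2 fold change of -2.04 (standard error 0.65). The log2 fold changes were 1.24 for Ces1d, 1.10 for Ces1f, 1.10 for Nfkbia, 1.05 for Hibch and 1.03 for Stat3. Stat3 overlaps Stat5a on the opposite strand, which held 6723 reads against 34894 for Stat3.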

A total of 22 genes related to FA metabolism were identified by combining the results of GO and KEGG enrichment analysis (Fig. 2b). Thirteen genes related to LCFA metabolism were identified (Fig. 2d). 

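By edgeR's quasi-likelihood test all 13 genes of Table 1 had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05 over all genes, with values from 0.215 to 0.345. Adjusted over the list alone all 13 passed, the largest at 0.0354, which is not independent evidence because the genes were picked on these libraries. Higher in CAC were 11 genes and lower were 2. The thioesterases Acot3, Acot4 and Acot5 lie side by side on chromosome 12 between 84038379 and 84076020 (GRCm38), so reads could be split among these similar genes by the counting. Their log2 fold changes were 5.31 (standard error 1.19), 1.95 (0.44) and 4.17 (1.58). With 1 library left out, that of Acot3 ran from 4.67 (without CAC replicate 3) to 7.12 (without CONT replicate 3). Acot5 overlapped between the groups, and its log2 fold change was 2.18 without CAC replicate 3. Acot3 had 1, 4 and 26 reads in the CONT libraries and 104, 528 and 919 in the CAC libraries. Ehhadh rose from 48.5 ± 16.2 CPM (SD, n = 3) to 342 ± 318 CPM, a log2 fold change of 2.82 (standard error 0.80) that was 1.80 without CAC replicate 3. Cyp2e1, the most abundant of the 13, rose from 2457 ± 603 CPM to 8234 ± 1208 CPM, a log2 fold change of 1.74 (standard error 0.37). Eci1, Acadvl and Acadl of mitochondrial oxidation had log2 fold changes of 1.44, 1.41 and 1.19. Acadvl overlaps Dvl2 on the opposite strand, which held 2917 reads against 20916. Cyp1b1, Hacd2 and Ephx2 had log2 fold changes of 1.14, 1.07 and 1.04. Gstm7 fell from 62.4 ± 44.2 CPM to 10.1 ± 4.28 CPM, a log2 fold change of -2.62 (standard error 0.76), and CONT replicate 1, at 11.6 CPM, lay within the range of the CAC libraries. DESeq2 placed all 13 past both criteria with all 6 libraries, and 7 without CONT replicate 2 and 7 without CAC replicate 3.

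**Figure D3:**
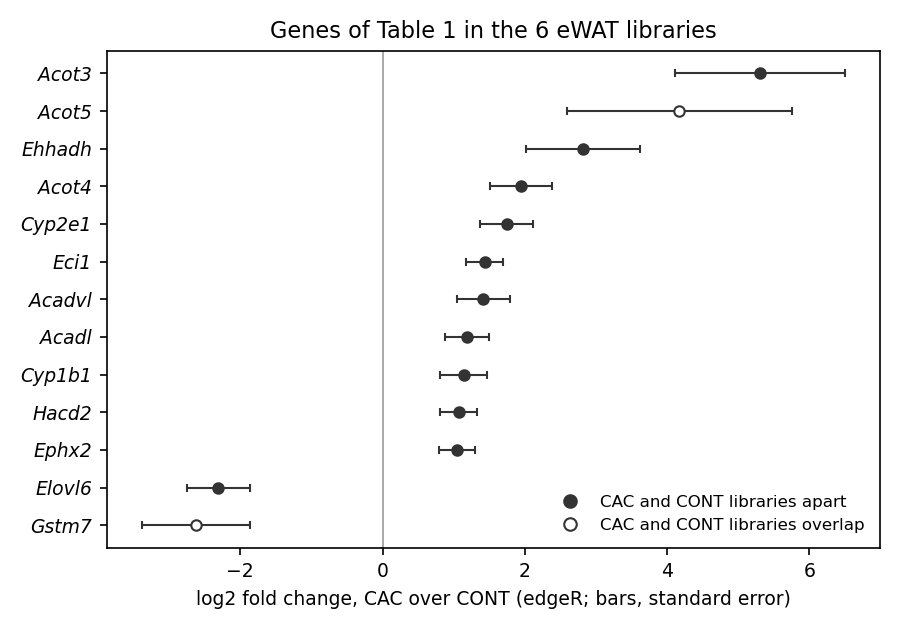
Log2 fold change (CAC over CONT, n = 3 libraries each) of the 13 genes of Table 1, with bars of 1 standard error from edgeR. Filled points are genes whose CAC and CONT libraries did not overlap, and open points are Gstm7 and Acot5, whose libraries did.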

The functions of these genes were subsequently reviewed, as shown in Table 1 [16, 17, 31–40]. 

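Elovl6 (ENSMUSG00000041220), which encodes an elongase of long-chain fatty acids, lies on the plus strand of chromosome 3 from 129532355 to 129638495 (GRCm38). Its reads numbered 924, 3971 and 3645 in the CONT libraries and 475, 537 and 1164 in the CAC libraries. After TMM normalization the level was 140 ± 50.4 CPM (SD, n = 3) in CONT and 28.4 ± 13.5 CPM in CAC. The highest CAC library, replicate 3 at 44.0 CPM, was below the lowest CONT library, replicate 1 at 82.4 CPM (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). The log2 fold change from edgeR's quasi-likelihood test was -2.31 (standard error 0.44, unadjusted p = 0.0014, adjusted p = 0.215). With each library left out in turn it stayed between -2.76 and -2.04. DESeq2 gave -2.27 (standard error 0.45, adjusted p = 8.5e-05) and voom with sample quality weights, chosen after the libraries had been compared, gave -2.72. Across the alternatives the adjusted p ran from 4.5e-08 in DESeq2 without CAC replicate 3 to 0.684 in edgeR without CAC replicate 2. Elovl6 overlaps the antisense gene Gm35986 and the unclassified Gm43072, which held 13 and 8 reads over all 6 libraries, and its processed pseudogene Gm11295 held 0 reads in each.

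**Figure D4:**
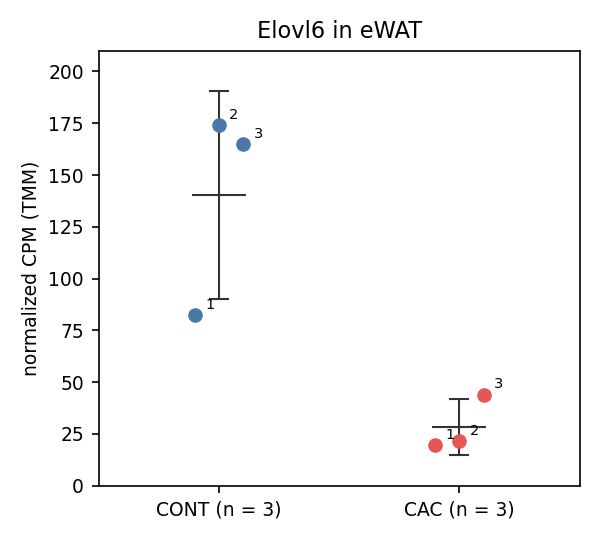
Normalized CPM of Elovl6 in the 3 CONT and 3 CAC eWAT libraries. Points are single libraries numbered by replicate, horizontal bars are means and error bars are SD. The CAC libraries lie between 19.5 and 44.0 CPM, all below the CONT libraries.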

Notably, the expression of *Elovl6* was significantly downregulated in the WAT of CAC mice (log2FC = -2.27, padj = 0.0000897). This result was validated through qRT‒PCR analysis of WAT from CAC and CONT mice (Fig. 1c). The data indicated a significant downregulation of *Elovl6* and its upstream regulatory gene *Srebf1*. Therefore, *Elovl6* is the gene with the most potential for subsequent research.

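Among the 13 genes of Table 1, only Elovl6 and Gstm7 were lower in CAC, and the CONT and CAC libraries of Gstm7 overlapped. Ordered by unadjusted p from edgeR's quasi-likelihood test, Elovl6 was at position 112 of the 17296 genes, and Eci1, at position 81, was the only gene of Table 1 before it. Among the other members of its family, Elovl1 had a log2 fold change of -0.23 (standard error 0.20) and Elovl5 of 0.47 (standard error 0.28), with overlapping libraries and adjusted p of 0.639 and 0.495. Elovl3 had a log2 fold change of 5.86 (standard error 1.96, adjusted p = 0.305) with overlapping libraries, and this fell to 2.39 without CAC replicate 3, which held 1074 of its reads. Elovl2, Elovl4 and Elovl7 had standard errors above 1 and changed direction when single libraries were left out. From the lower Elovl6 among the genes of long-chain fatty acid metabolism that passed its criteria, and from the lower Elovl6 and Srebf1 in its qRT-PCR, the paper concludes that Elovl6 was the gene to follow in the patients and cells studied next.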

**Fig. 2:**
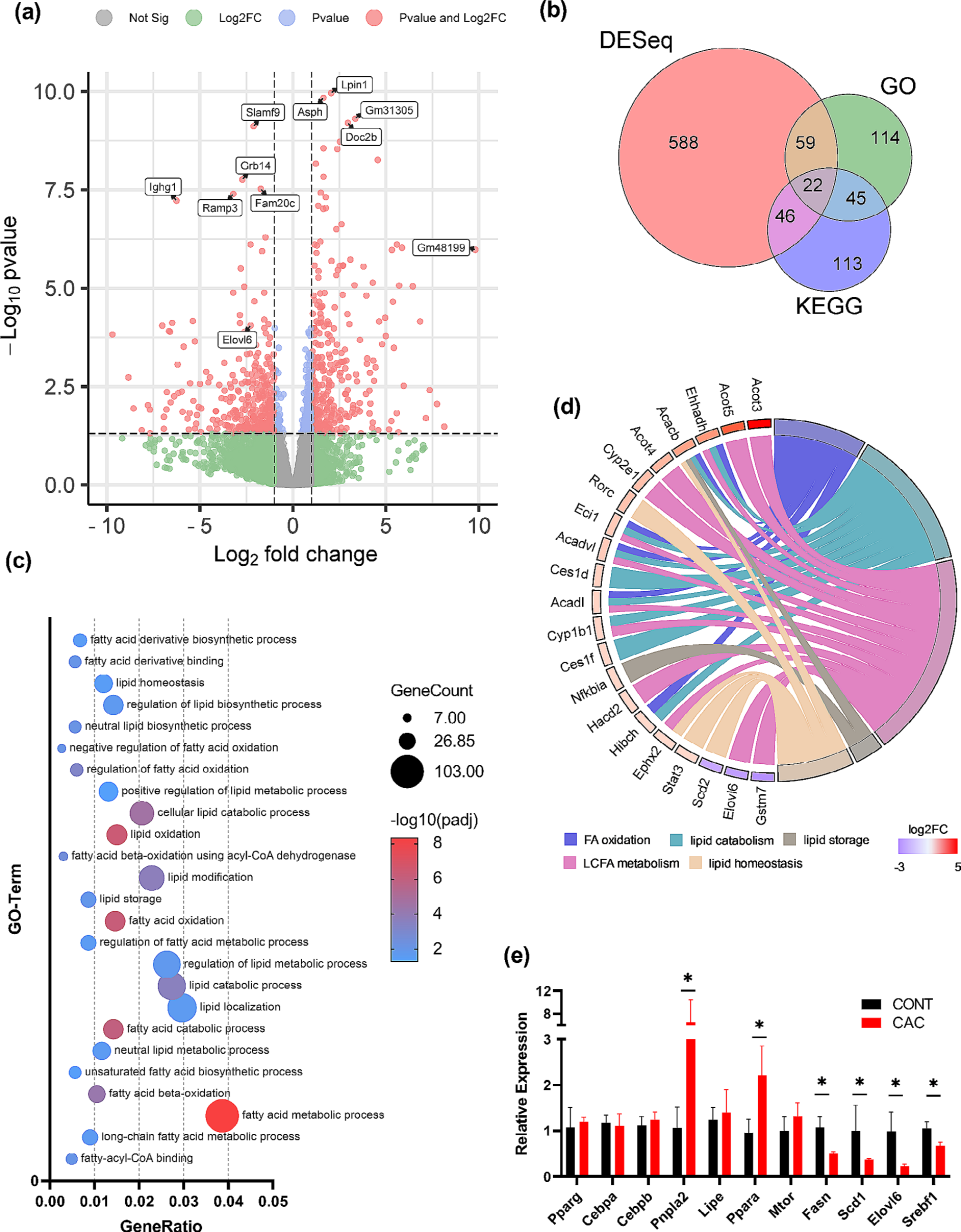
Screening for differentially expressed genes in CAC model and CONT mice. (**a**). Volcano plot illustrating the genes with differential expression according to mRNA sequencing. (**b**). Venn diagram showing the common DEGs and genes included in the GO and KEGG enrichment analyses. (**c**). Twenty-five significant GO terms related to fatty acid metabolism. (**d**). Chord diagram of 22 function-annotated genes. (**e**). qPCR analysis of the relative mRNA expression levels of genes associated with WAT hydrolysis, synthesis, and adipose neogenesis in CAC and control mice. The findings are presented as the mean ± SEM, with statistical significance indicated by *P < 0.05

**Table 1:** Thirteen DEGs related to LCFA metabolism in the WAT of CAC mice

Gene	Log2(FC)	Padj	Function
*Cyp2e1*	1.769	< 0.0001	Encodes a cytochrome P450 protein involved in omega hydroxylation of PUFAs [31]
*Acot3*	5.374	< 0.0001	Catalyzes the hydrolysis of long-chain acyl-CoAs [32]
*Eci1*	1.463	< 0.0001	Involved in beta-oxidation of unsaturated fatty acids [33]
*Elovl6*	-2.273	< 0.0001	Catalyzes carbon chain lengthening of C12-C16 fatty acids [16, 17]
*Hacd2*	1.095	0.0009	Catalyzes the third step of LCFA carbon chain extension (dehydration) [34]
*Acot4*	1.983	0.0014	Catalyzes the hydrolysis of long-chain acyl-CoAs [32]
*Ephx2*	1.064	0.0049	Degrades epoxides and arene oxides [35]
*Ehhadh*	2.844	0.0049	Involved in the peroxisomal β-oxidation pathway [36]
*Acadvl*	1.448	0.0106	Catalyzes the initial stage of VLCFA mitochondrial fatty acid β-oxidation [37]
*Acadl*	1.205	0.0114	Catalyzes the initial stage of LCFA mitochondrial fatty acid β-oxidation [38]
*Gstm7*	-2.580	0.0124	Predicted to be involved in LCFA metabolism [39]
*Acot5*	4.266	0.0355	Catalyzes the hydrolysis of long-chain acyl-CoAs [32].
*Cyp1b1*	1.171	0.0355	Encodes a cytochrome P450 protein involved in metabolism of multiple PUFAs [31, 40]

### Low expression of ELOVL6 in the WAT of CAC patients could change the fatty acid proportion and worsen weight loss

To validate the decreased expression of ELOVL6 in the WAT of CAC patients, 204 subjects who met the aforementioned inclusion and exclusion criteria were included in our study. Thirteen patients were excluded due to metabolic diseases and preoperative neoadjuvant chemotherapy. Ultimately, the study included 191 patients. In total, 99 CAC patients and 92 weight-stable cancer patients (WS), which served as the control group, were included in this study. The fundamental clinical information of the cancer patients in both groups is presented in Table 2. Except for weight loss and BMI, other factors, such as sex, age, and tumor node metastasis classification (TMN), were not significantly different between the CAC and WS groups, indicating comparable baseline matching between the two groups.

**Table 2:** Clinical information of the included CAC patients and weight-stable tumor patients

Features	CAC (*n* = 99)	WS (*n* = 92)	*P*
Gender, Female (n, %)	36, 36.36%	40, 43.47%	0.315
Age (yr)	62.12 ± 11.90	62.10 ± 9.47	0.991
Height (cm)	163.04 ± 7.88	166.09 ± 7.85	0.008
Weight (kg)	55.88 ± 9.62	67.46 ± 9.45	< 0.0001
BMI (kg/m^2^)	20.96 ± 2.86	24.39 ± 2.55	< 0.0001
Weight loss (kg)	4.99 ± 3.32	0.38 ± 0.91	< 0.0001
Stage, I - II (n, %)	75, 75.75%	62, 67.39%	0.199
Albumin (g/L)	39.75 ± 4.31	40.78 ± 4.24	0.421
Prealbumin (mg/L)	189.90 ± 52.14	223.58 ± 50.67	0.022
Total protein (g/L)	64.38 ± 5.76	66.29 ± 4.91	0.014
LDL (mmol/L)	2.44 ± 0.88	2.45 ± 0.82	0.959
HDL-CH (mmol/L)	1.13 ± 0.41	1.13 ± 0.36	0.937
Total cholesterol (mmol/L)	3.91 ± 0.29	4.26 ± 0.93	0.852
Triglyceride (mmol/L)	1.17 ± 0.14	1.52 ± 0.73	0.018
RBC (10^12/L)	3.89 ± 0.62	4.21 ± 0.53	0.0002
WBC (10^9/L)	5.18 ± 1.72	5.66 ± 1.90	0.06
Hb (g/L)	115.65 ± 20.32	126.91 ± 19.41	0.0001
PLT (10^9/L)	220.56 ± 71.90	218.88 ± 74.53	0.874
HBA1C (%)	5.71 ± 1.42	5.90 ± 0.88	0.246

In both groups of patients, the qPCR results for genes associated with lipid metabolism in WAT demonstrated a notable downregulation of *ELOVL6* and its upstream regulatory gene, *SREBF1*. The expression levels of genes related to lipolysis, including hormone-sensitive lipase (*LIPE*), peroxisome proliferator-activated receptor alpha (*PPARA*), and patatin-like phospholipase domain containing 2 (*PNPLA2*), were significantly increased in the WAT of CAC patients. In contrast, there were no notable differences in the expression of genes associated with adipogenesis, including enhancer-binding protein alpha (*CEBPA*), *CEBPB*, and *PPARG*, or lipogenic genes, such as mammalian target of rapamycin (*MTOR*) and fatty acid synthase (*FASN*) (Fig. 3a). Moreover, there was a significant downregulation of the expression of the gene stearoyl-CoA desaturase (*SCD*), which is implicated in the desaturation of stearoyl-CoA. Western blotting also revealed a decrease in ELOVL6 protein expression in CAC patients (Fig. 3e and f). Then, a correlation analysis of *ELOVL6* expression with the degree of weight loss in CAC patients was performed (Fig. 3b), and the results suggested a statistically significant linear relationship between the two variables.

**Fig. 3:**
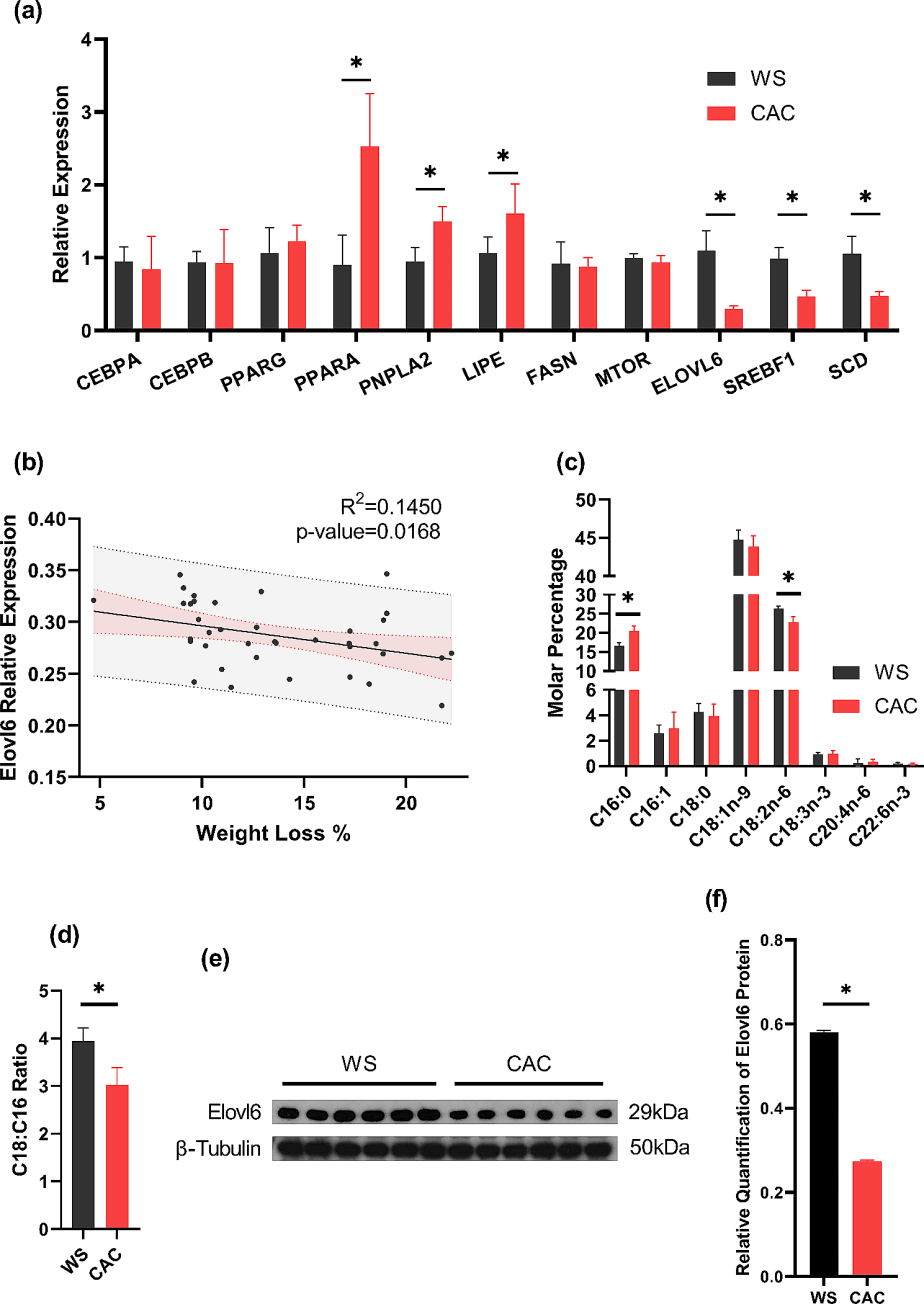
Downregulation of *ELOVL6* in the WAT of CAC patients may alter the fatty acid proportion and exacerbate weight loss. (**a**). qPCR analysis of genes associated with lipid metabolism in the WAT of weight-stable tumor patients (WS) and CAC patients. (**b**). Correlation analysis between *ELOVL6* expression in WAT and the degree of weight loss in CAC patients. (**c**). and (**d**). Fatty acid analysis of WAT from the WS group and CAC group, showing the composition of different fatty acids (**c**). and C18:C16 ratio (**d**). between the two groups. (**e**). and **f.** Western blot analysis of ELOVL6 in both the CAC and WS groups. The findings are presented as the mean ± SEM, with statistical significance indicated by *P < 0.05

To identify alterations in fatty acid content in the WAT of CAC patients, fatty acids were isolated from tissue samples and converted into FAMEs that were suitable for GC analysis. The content of palmitic acid (PA, C16:0) was significantly greater in the WAT of CAC patients. Similarly, the content of linoleic acid (LA, C18:2n-6) was significantly lower (Fig. 3c). When comparing the overall C18 to C16 fatty acid composition between the two groups, it became evident that there was a notable reduction in the C18:C16 ratio within the WAT tissues of CAC patients (Fig. 3d). There were no significant variations observed in the relative contents of other fatty acids (Supplemental Table S2).

### *Elovl6* knockdown inhibited lipogenesis and preadipocyte differentiation by altering fatty acid components in adipocytes in vitro

To further explore the influence of *Elovl6* on the morphology and function of adipocytes, a tumor cell-conditioned medium was used to differentiate 3T3-L1 cells and establish an in vitro model of CAC. Complete medium supplemented with IL-6 served as a positive control. Additionally, siRNA was used to suppress *Elovl6* expression in 3T3-L1 preadipocytes, and a non-targeting siRNA was used as a control. Following the onset of differentiation in 3T3-L1 cells, the preadipocytes underwent gradual transformation into a full, round shape, with a concurrent increase in both the quantity and diameter of intracellular lipid droplets (Fig. 4a). In 3T3-L1 cells, the qPCR results indicated a decrease in *Elovl6* expression during differentiation, while the expression of the upstream regulatory gene of *Elovl6*, *Srebf1*, progressively increased. Additionally, *Pparg*, a gene related to differentiation, and *Pnpla2*, a major gene associated with lipolysis, were also gradually upregulated (Fig. 4b). After 3T3-L1 cells differentiated and matured, conditioned medium from CT26 tumor cells (CM) was added to simulate a cachexic environment. In the CM group, the adipocyte morphology underwent significant changes, including a reduction in both the quantity and volume of intracellular lipid droplets (Fig. 4a). qPCR assays indicated a decrease in the expression level of genes related to the differentiation process, such as *Cebpa*, *Cebpb*, and *Pparg*, as well as genes associated with lipid synthesis, including *Mtor*, *Fasn*, and *Scd-1*. The expression levels of *Elovl6* and *Srebf1* were also notably reduced (Fig. 4c). Western blot analysis also revealed a decrease in Elovl6 protein expression in the CAC group (Fig. 4d and e).

**Fig. 4:**
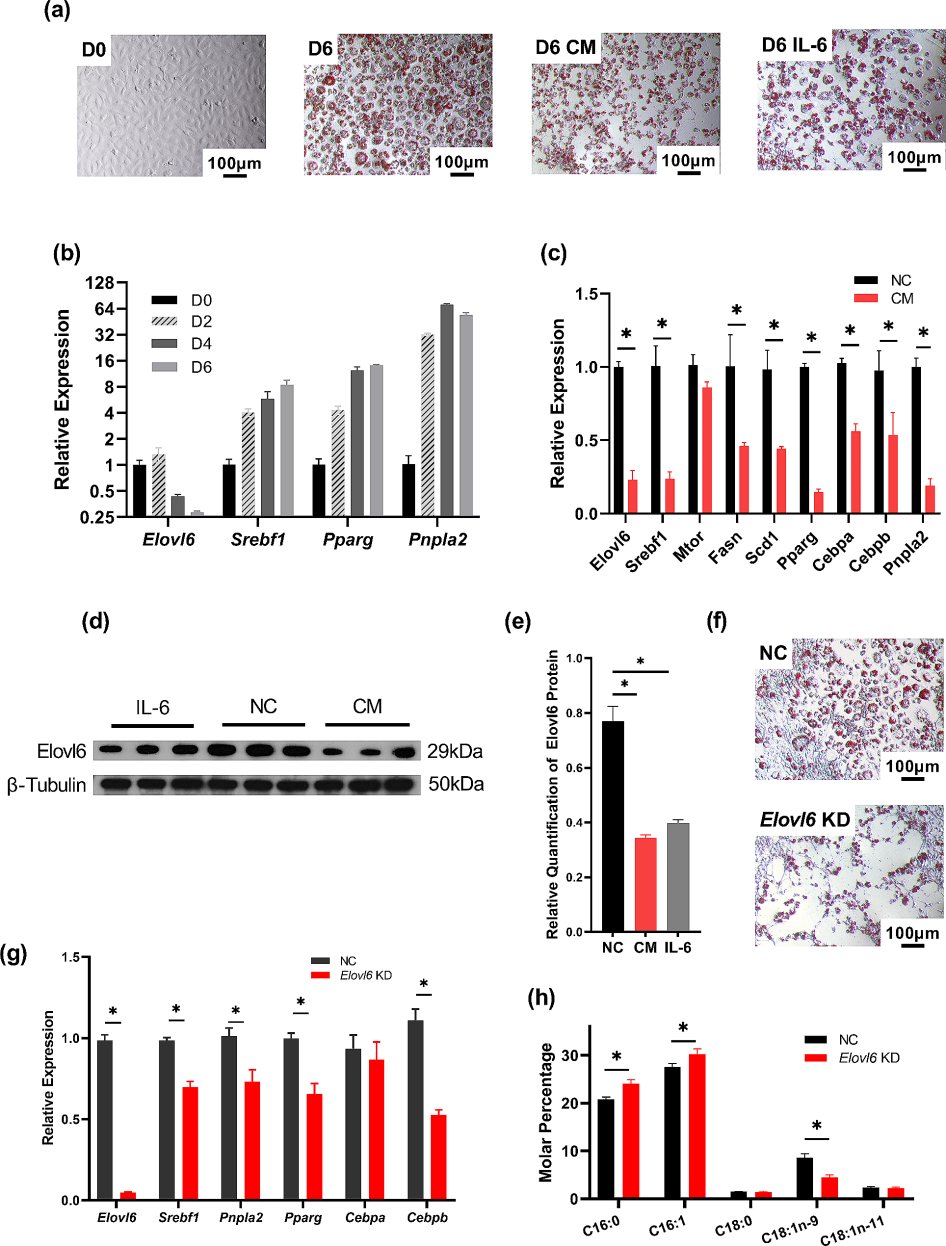
Elovl6 knockdown inhibits preadipocyte differentiation and affects adipocyte fatty acid metabolism. (**a**). Micrographs of ORO staining in 3T3-L1 cells before differentiation (D0), 6 days after differentiation (D6), and with conditioned medium from CT26 tumor cells added after differentiation (D6 CM). The IL-6-treated group was used as a positive control (D6 IL-6). (**b**). Changes in the expression of genes associated with lipid metabolism and adipogenesis were observed in 3T3-L1 cells at various time points following differentiation. (**c**). Alterations in the relative expression of genes associated with lipid metabolism were observed in 3T3-L1 cells following differentiation when exposed to the conditioned medium (CM) or a control (NC). (**d**). and (**e**). Western blot analysis of Elovl6 in the CM, NC, and IL-6 groups. (**f**). Micrographs of ORO staining in differentiated 3T3-L1 cells after exposure to the CM and treatment with *Elovl6* siRNA (Elovl6 KD) or the control (NC) were acquired. (**g**). Changes in the expression of genes related to lipid metabolism in differentiated 3T3-L1 cells treated with CAC-conditioned medium and treated with *Elovl*6 siRNA (*Elovl6* KD) or the control (NC). (**h**). Fatty acid analysis of differentiated 3T3-L1 cells following treatment with *Elovl6* siRNA (*Elovl6* KD) or the control (NC) was performed using gas chromatography. The findings are presented as the mean ± SEM, with statistical significance indicated by * *P* < 0.05

After using siRNA to knock down *Elovl6* expression in 3T3-L1 cells, the volume of lipid droplets in the cytoplasm after differentiation was also reduced, as observed through ORO staining in Fig. 4f. qPCR analysis revealed that silencing *Elovl6* suppressed the expression of genes associated with fatty acid synthesis, hydrolysis, and adipogenesis (Fig. 4g), including *Srebf1*, *Pnpla2*, *Pparg*, and *Cebpb*. Mature 3T3-L1 cells were then collected from both the *Elovl6*-KD and control groups, and their fatty acid composition was analyzed by GC, indicating that the knockdown of *Elovl6* in 3T3-L1 cells could cause alterations in fatty acid composition. This was evidenced by a notable increase in the content of PA and a decrease in the content of OA (Fig. 4h). These results suggested that low expression of Elovl6 may exaggerate tumor cell-induced adipocyte atrophy, probably through altering the fatty acid component of adipocytes.

## Discussion

In this study, transcriptome sequencing of the WAT of the CAC rodent model was performed. A significant decrease in ELOVL6 expression was observed in CAC patients and CAC mice. This result was verified by an in vivo study using a rodent CAC model and additional experiments using clinical CAC samples. The reduced expression of *ELOVL6* was also correlated with the degree of weight loss in CAC patients, which further corroborates the relationship between ELOVL6 and pathophysiological processes in CAC.

The first question that comes to mind is whether the low expression of ELOVL6 in the WAT of CAC patients could be a consequence of altered fatty acid metabolism in the pathophysiological process of CAC. Currently, no studies have reported the expression and regulation of ELOVL6 in CAC. In this study, the expression of both ELOVL6 and SREBP1 was decreased in CAC patients, tumor-bearing mice, and 3T3-L1 cells in a cachexic environment. Other related studies have suggested that SREBP1 can regulate ELOVL6 expression. Moon and colleagues observed high expression of Elovl6 in transgenic mice overexpressing Srebp1 [15]. Furthermore, synthetic agonists of *LXR*, an upstream regulatory gene of SREBP1, induced high expression of ELOVL6 and FASN in BAT adipocytes [41]. These reports revealed the positive regulatory effect of SREBP1 on ELOVL6. SREBP family proteins are inactivated precursor proteins anchored to the endoplasmic reticulum (ER) membrane. Upon the formation of their structural domains, SREBPs can regulate both cholesterol and fatty acid metabolism [42, 43]. According to relevant studies, the anabolic AKT-MTOR signaling pathway could upregulate SREBP1 [44, 45]. Thus, it is possible that the downregulation of ELOVL6 expression in the WAT of CAC patients could be a phenomenon following the inhibition of the entire lipid anabolic process.

Notably, no alterations in *MTOR* mRNA expression were observed in either the CAC rodent model or clinical samples. In fact, in cancer-associated cachexia, decreased *MTOR* expression has been described exclusively in the skeletal muscle of CAC patients or CAC mice, with no such reports in adipose tissue [46–48]. However, this study revealed downregulation of *SREBF1*, *FASN*, and *SCD* expression in the WAT of CAC patients, indicating downstream inhibition of the fatty acid synthesis pathway. In other studies, the mRNA levels of genes related to adipose synthesis, including *FASN*, *LIPE*, and *SCD*, were also reduced in the adipose tissue of tumor-bearing mice [49]. These results suggested that the downregulation of SERBP1 in the WAT of CAC patients may be induced by a change in the phosphorylation of MTOR and could trigger downstream inhibition of lipid synthesis [50].

Thus, it is reasonable to assume that ELOVL6 is downregulated by the inhibition of lipid synthesis during CAC pathophysiology, possibly through the MTOR-SREBP axis. On the other hand, the low expression of ELOVL6 may also contribute to fat loss. In this study, the knockdown of *Elovl6* suppressed the differentiation of preadipocytes and altered lipid metabolism. Additionally, PA content in the WAT of CAC patients was increased, while LA content was decreased. After the knockdown of *Elovl6* in 3T3-L1 cells, a similar change in the fatty acid composition of the cells occurred. A significant increase in the PA content and a decrease in the OA content were observed in the *Elovl*6-KD groups in vitro. This phenomenon not only matches the decreased expression of ELOVL6 but also implies that ELOVL6 might have a subsequent biological impact by altering the proportion of monounsaturated fatty acids (MUFAs) in WAT. Kobayashi et al. reported that adding C18:1 and C20:1 FAs to the culture media of 3T3-L1 cells could facilitate differentiation [51], which may support this hypothesis. Similarly, Malodobra-Mazur et al. found that OA could inhibit methylation of *Pparg* and *Cebpa* promoters, resulting in increased differentiation of 3T3-L1 cells [52]. Since the biosynthesis of MUFAs requires long-chain acyl-CoAs as substrates and ELOVL6 is a crucial enzyme in LCFA synthesis within WAT, the decreased expression of ELOVL6 in the WAT of CAC patients may further regulate the process of fat loss during CAC by affecting the synthesis of MUFAs (Fig. 5).

**Fig. 5:**
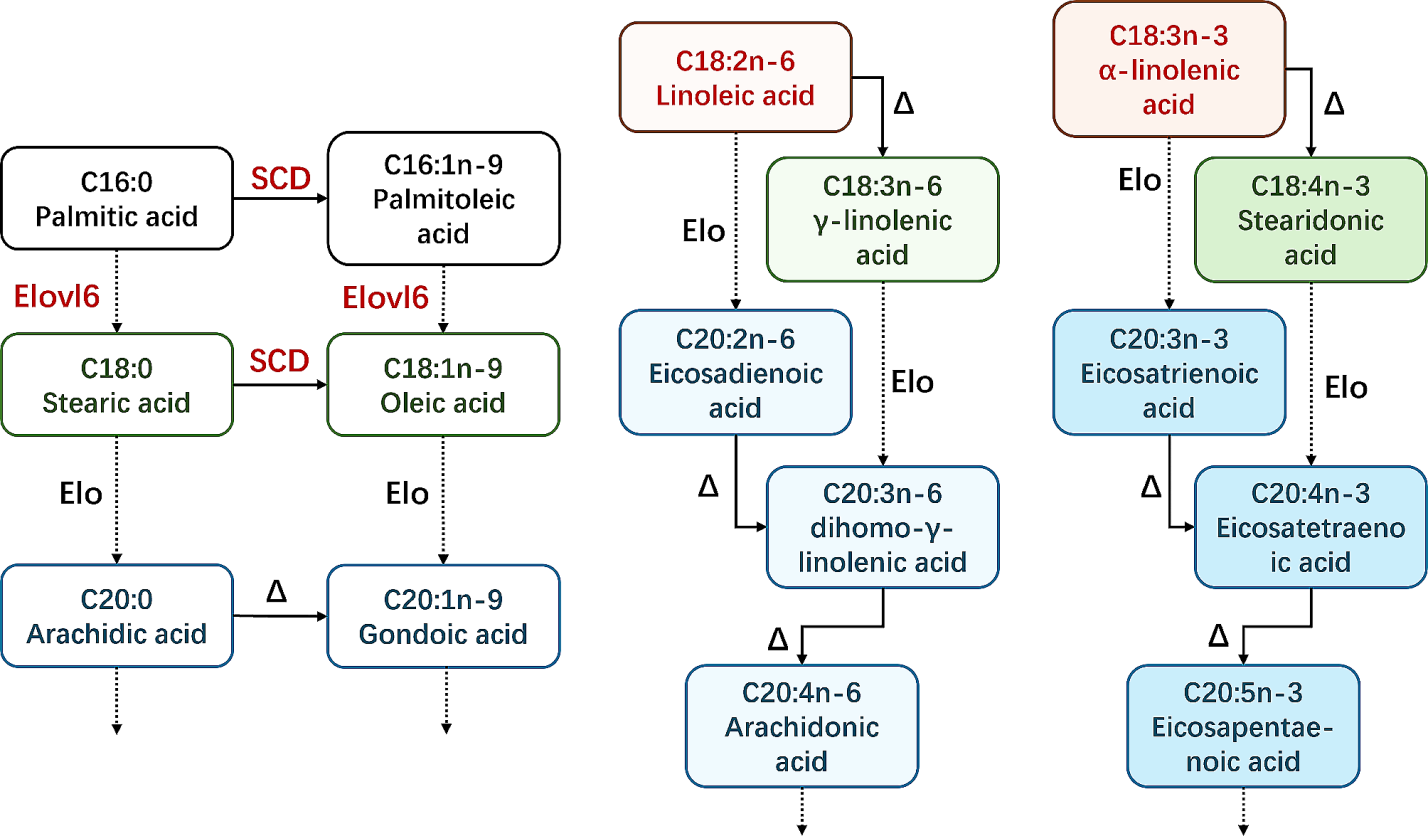
Biosynthetic pathways of LCFAs in Homo sapiens. Elongation reactions are indicated by dashed lines labeled Elo, while desaturation reactions are indicated by solid lines labeled Δ

Interestingly, the decrease of LA in the WAT of CAC patients was also found in our study. LA is an essential fatty acid that cannot be synthesized in mammals due to the absence of the corresponding desaturase [53]. Indeed, the regulatory influence of fatty acids on lipid metabolism has been a long-standing research topic, particularly regarding polyunsaturated fatty acids (PUFAs). A study reported that feeding PUFAs to mice inhibited FASN expression and related lipid anabolism [54]. Worgall et al. reported that oleic acid and PUFAs could inhibit SREBP expression, ultimately leading to the inhibition of fatty acid synthesis [55]. In recent years, Ou et al. reported that PUFAs could directly inhibit the expression of *LXR*, an upstream regulatory gene of SREBP [41]. These studies suggest that PUFAs have an inhibitory effect on lipid synthesis pathways. However, no such change in PUFAs other than LA was observed either in the WAT of CAC patients or in *Elovl6*-KD 3T3-L1 cells. We believe that the primary reason for the lack of positive results is the low amount of PUFAs in WAT and 3T3-L1 cells. Thus, additional evidence is still required to support this viewpoint.

### Comparisons with other studies and what does the current work add to the existing knowledge

Currently, no studies have been conducted on ELOVL6 and other fatty acid elongases in CAC. However, Tan et al. reported a significant reduction in the C18:C16 ratio and a decrease in the expression of *SCD* family genes in the WAT of *Elovl6* KO mice, which indicates that the fatty acid desaturation process was suppressed [20]. Interestingly, the WAT of CAC patients in this study exhibited similar alterations. In this study, transcriptome sequencing was conducted on WAT from CAC mice, and fatty acid GC analysis was performed on WAT from CAC patients. The resulting data provide valuable insights for future studies on CAC-induced fat loss. Additionally, the current study proposed the potential contribution of ELOVL6 to the process of CAC-induced fat loss. This discovery not only presents a new biomarker for diagnosing and treating CAC in future clinical practice but also introduces a new theory for CAC research.

### Study strengths and limitations

This study is closely relevant to the clinical field. First, most WAT samples used in this study were obtained from CAC patients diagnosed by clinical doctors, which makes the results representative of real situations in the human body. Furthermore, both a decrease in ELOVL6 expression and a change in the fatty acid composition were detected in the fat tissue of CAC patients, indicating that ELOVL6 could be a valuable biomarker for the early identification of CAC. Finally, Elovl6 altered the fatty acid composition in adipocytes in vitro, suggesting that it may contribute to fat loss in CAC. Therefore, ELOVL6 is a promising target for future therapeutic interventions. A limitation of our research was that *Elovl6* knockdown was performed in vitro, which may not reflect the actual conditions in the human body.

## Conclusion

Overall, ELOVL6 expression was decreased in the WAT of CAC patients. Low expression of ELOVL6 correlated with the severity of weight loss in patients with CAC. In addition, reduced ELOVL6 expression in the WAT of CAC patients coincided with a reduction in C18 fatty acid content and an increase in C16 fatty acid content. Moreover, *Elovl6* knockdown inhibited preadipocyte differentiation and downregulated the expression of genes associated with lipid synthesis. *Elovl6* knockdown also induced a significant decrease in the oleic acid (C18:1n-9) content and a notable increase in the palmitic acid (C16:0) content, suggesting that low expression of ELOVL6 could suppress the CAC liposynthesis process possibly by altering the lipid content in adipocytes. The findings from this study indicate that ELOVL6 has the potential to serve as a reliable biomarker for the early diagnosis of cancer-associated cachexia and may be a promising target for future therapies.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Additional file 1: Table S1: List of qPCR primers; Table S2: Fatty acid profile of CAC patients and control patients; Table S3: Fatty acid profile of *Elovl6*-KD and NC mature 3T3-L1 adipocytes. Figure S1: Top 20 significant KEGG pathways in WAT of CAC and CONT mice

## Data Availability

The mRNA-seq dataset used in this study has been uploaded to the Gene Expression Omnibus database (GSE242812).

## Abbreviations

CAC: Cancer-associated cachexia
WAT: White adipose tissue
ELOVL6: Elongase of very long-chain fatty acid 6
BAT: Brown adipose tissue
LCFA: Long-chain fatty acid
TG: Triglyceride
HDL-C: High-density lipoprotein cholesterol
LDL: Low-density lipoprotein
BMI: Body mass index
LLC: Lewis lung carcinoma
PBS: Phosphate-buffered saline
FAME: Fatty acid methyl ester
GC: Gas chromatography
NCS: Neonatal calf serum
HG-DMEM: Dulbecco’s modified Eagle’s medium with high glucose
PSS: Penicillin‒streptomycin solution
FBS: Fetal bovine serum
IBMX: 3-isobutyl-1-methyl-7 H-xanthine
ORO: Oil Red O
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
SREBF1: Steroid regulatory element-binding protein-1
PNPLA2: Patatin-like phospholipase domain containing 2
LIPE: Hormone sensitive lipase
LPL: Lipoprotein lipase
CEBP: Enhancer-binding protein
PPAR: Peroxisome proliferator-activated receptor
FASN: Fatty acid synthase
SCD: Stearoyl-CoA desaturase

# Supplementary material for: Low expression of ELOVL6 may be involved in fat loss in white adipose tissue of cancer-associated cachexia
**Source:** Lipids Health Dis. 2024 May 17;23:144. doi: 10.1186/s12944-024-02126-9
**Supplement:** Supplementary file 1 — Additional file 1: Table S1: List of qPCR primers; Table S2: Fatty acid profile of CAC patients and control patients; Table S3: Fatty acid profile of Elovl6-KD and NC mature 3T3-L1 adipocytes. Figure S1: Top 20 significant KEGG pathways in WAT of CAC and CONT mice

**Additional File 1**

Table S1. List of qPCR primers

| Organism | Gene | Forward Primer (5'- 3') | Reverse Primer (5'- 3') |
| --- | --- | --- | --- |
| Mus musculus | *Cebpa* | CTAGGAGATTCCGGTGTGGC | CCCGAGAGGAAGCAGGAATC |
| Mus musculus | *Cebpb* | CGCCTTATAAACCTCCCGCT | TGGCCACTTCCATGGGTCTA |
| Mus musculus | *Pparg* | CCAAGAATACCAAAGTGCGATC | TCACAAGCATGAACTCCATAGT |
| Mus musculus | *Fasn* | GTGAGACTCCTTGGAGGGTG | TCTAGAGGGCTTGCACCAAC |
| Mus musculus | *Scd1* | CGCCCCTACGACAAGAACAT | AAGCCCAAAGCTCAGCTACT |
| Mus musculus | *Mtor* | ACTGTGTCTTGGCATCCCTG | AGCCTTCAGGATAGGCTCCA |
| Mus musculus | *Pnpla2* | CAGAGATGGACTTCGATTCCTT | CAGGTGCTCTAGAATTCGATCT |
| Mus musculus | *Lipe* | GGAGCTCCAGTCGGAAGAGG | GTCTTCTGCGAGTGTCACCA |
| Mus musculus | *Elovl6* | TGCAGCATGACAACGACCAGTG | AATGGCAGAAGAGCACAAGGTAGC |
| Mus musculus | *Srebf1* | GCTACCGGTCTTCTATCAATGA | CGCAAGACAGCAGATTTATTCA |
| Mus musculus | *Ppara* | CGTTTGTGGCTGGTCAAGTT | TCCTCACCGATGGACTGAGA |
| Mus musculus | *Ucp1* | ATTCAGAGGCAAATCAGCTTTG | GTGTTTCTCTCCCTGAAGAGAA |

| Organism | Gene | Forward Primer (5'- 3') | Reverse Primer (5'- 3') |
| --- | --- | --- | --- |
| Homo sapiens | *CEBPA* | TATAGGCTGGGCTTCCCCTT | AGCTTTCTGGTGTGACTCGG |
| Homo sapiens | *CEBPB* | GGCCGGTTTCGAAGTTGATG | TGCCCCCAAAAGGCTTTGTA |
| Homo sapiens | *PPARG* | TGACCAGAAGCCTGCATTTCT | ACGGAGCTGATCCCAAAGTT |
| Homo sapiens | *FASN* | CGCGGTTTAAATAGCGTCGG | AGACAGGTCCTTCAGCTTGC |
| Homo sapiens | *SCD* | CTTGCGATATGCTGTGGTGC | CCGGGGGCTAATGTTCTTGT |
| Homo sapiens | *MTOR* | GCCGCGCGAATATTAAAGGA | CTGGTTTCCTCATTCCGGCT |
| Homo sapiens | *PNPLA2* | GGGACTCACAGTTGCCAAGA | CAAGTAAGCAGGCGGTCACA |
| Homo sapiens | *LIPE* | ATTACTTAGTGGGGGCCAGC | GGATCCCTGCAGAGTCTTCG |
| Homo sapiens | *ELOVL6* | GAGAATGAAGCCATCCAAT | CAGAGACCAGAGCACTAA |
| Homo sapiens | *SREBF1* | TTCCGAGGAACTTTTCGCCG | GCCGACTTCACCTTCGATGT |
| Homo sapiens | *PPARA* | TCACCACAGTAGCTTGGAGC | GTGAAAGCGTGTCCGTGATG |

Table S1 (Continued). List of qPCR primers

Table S2. Fatty acid profile of CAC and control patients

| Fatty acids | WS (n=12) | CAC (n=12) | p-value |
| --- | --- | --- | --- |
| C6:0 | <0.01 | <0.01 | / |
| C8:0 | <0.01 | <0.01 | / |
| C10:0 | <0.01 | <0.01 | / |
| C11:0 | <0.01 | <0.01 | / |
| C12:0 | 0.072 ± 0.015 | 0.098 ± 0.031 | 0.0833 |
| C13:0 | <0.01 | <0.01 | / |
| C14:0 | 0.87 ± 0.11 | 1.06 ± 0.31 | 0.1783 |
| C14:1n-9 | 0.061 ± 0.019 | 0.098 ± 0.079 | 0.296 |
| C15:0 | 0.095 ± 0.014 | 0.088 ± 0.0096 | 0.3752 |
| C15:1n-10 | <0.01 | <0.01 | / |
| C16:0 | 16.63 ± 0.85 | 20.57 ± 1.22 | 0.0001 |
| C16:1n-9 | 2.56 ± 0.67 | 2.99 ± 1.24 | 0.4668 |
| C17:0 | 0.19 ± 0.024 | 0.17 ± 0.039 | 0.3925 |
| C17:1n-9 | <0.01 | <0.01 | / |
| C18:0 | 4.26 ± 0.65 | 3.92 ± 0.97 | 0.489 |
| C18:1n-11 | <0.01 | <0.01 | / |
| C18:1n-9 | 44.77 ± 1.24 | 43.88 ± 1.42 | 0.2728 |
| C18:1n-9, trans | <0.01 | <0.01 | / |
| C18:2n-6 (LA) | 26.34 ± 0.66 | 22.84 ± 1.36 | 0.0002 |
| C18:2n-6, trans | <0.01 | <0.01 | / |
| C18:3n-3 (LNA) | 0.91 ± 0.14 | 0.96 ± 0.26 | 0.6368 |
| C18:3n-6 | 0.060 ± 0.025 | 0.047 ± 0.024 | 0.3654 |
| C19:0 | <0.01 | <0.01 | / |

Table S2 (Continued). Fatty acid profile of CAC and control patients

| Fatty acids | WS (n=12) | CAC (n=12) | p-value |
| --- | --- | --- | --- |
| C20:0 | 0.29 ± 0.11 | 0.31 ± 0.15 | 0.8637 |
| C20:1n11 | 0.96 ± 0.15 | 1.11 ± 0.32 | 0.3244 |
| C20:2n-6 | 0.50 ± 0.084 | 0.54 ± 0.11 | 0.5243 |
| C20:3n-3 | 0.053 ± 0.0082 | 0.062 ± 0.015 | 0.2531 |
| C20:3n-6 | 0.28 ± 0.086 | 0.29 ± 0.11 | 0.8408 |
| C20:3n-9 | <0.01 | <0.01 | / |
| C20:4n-6 | 0.26 ± 0.31 | 0.34 ± 0.21 | 0.6394 |
| C20:5n-3 (EPA) | 0.035 ± 0.011 | 0.028 ± 0.0075 | 0.2346 |
| C21:0 | <0.01 | <0.01 | / |
| C22:0 | 0.073 ± 0.040 | 0.075 ± 0.052 | 0.9518 |
| C22:5n-3 (DPA) | 0.45 ± 0.13 | 0.46 ± 0.097 | 0.8837 |
| C22:6n-3 (DHA) | 0.21 ± 0.075 | 0.16 ± 0.054 | 0.2608 |
| C23:0 | <0.01 | <0.01 | / |
| C24:0 | 0.043 ± 0.015 | 0.050 ± 0.027 | 0.6072 |
| C24:1n-15 | 0.037 ± 0.016 | 0.040 ± 0.014 | 0.7134 |

Table S3. Fatty acid profile of *Elovl6*-KD and NC mature 3T3-L1 adipocytes

| Fatty acids | NC (n=3) | *Elovl6*-KD (n=3) | p-value |
| --- | --- | --- | --- |
| C6:0 | <0.01 | <0.01 | / |
| C8:0 | <0.01 | <0.01 | / |
| C10:0 | 0.215 ± 0.024 | 0.220 ± 0.040 | 0.8610 |
| C11:0 | 0.162 ± 0.020 | 0.155 ± 0.019 | 0.6651 |
| C12:0 | 0.311 ± 0.012 | 0.287 ± 0.035 | 0.3228 |
| C13:0 | 0.791 ± 0.033 | 0.739 ± 0.057 | 0.2374 |
| C14:0 | 6.85 ± 0.55 | 5.396 ± 1.146 | 0.1198 |
| C14:1n-9 | 1.69 ± 0.36 | 1.62 ± 0.25 | 0.8016 |
| C15:0 | 14.23 ± 0.44 | 14.61 ± 0.26 | 0.2728 |
| C15:1n-10 | <0.01 | <0.01 | / |
| C16:0 | 20.85 ± 0.43 | 24.07 ± 0.80 | 0.0036 |
| C16:1n-9 | 27.62 ± 0.63 | 30.20 ± 1.15 | 0.0272 |
| C17:0 | 2.69 ± 0.31 | 2.37 ± 0.16 | 0.1828 |
| C17:1n-9 | 7.73 ± 0.18 | 7.73 ± 0.21 | 0.9911 |
| C18:0 | 1.526 ± 0.039 | 1.42 ± 0.12 | 0.2227 |
| C18:1n-9 | 8.63 ± 0.76 | 4.53 ± 0.47 | 0.0013 |
| C18:1n-11 | 2.37 ± 0.20 | 2.23 ± 0.21 | 0.4277 |
| C18:1n-9, trans | <0.01 | <0.01 | / |
| C18:2n-6, trans | <0.01 | <0.01 | / |
| C18:2n-6 (LA) | 1.242 ± 0.054 | 1.115 ± 0.050 | 0.0402 |
| C18:3n-3 (LNA) | <0.01 | <0.01 | / |
| C18:3n-6 | <0.01 | <0.01 | / |

Table S3 (Continued). Fatty acid profile of *Elovl6*-KD and NC mature 3T3-L1 adipocytes

| Fatty acids | NC (n=3) | | *Elovl6*-KD (n=3) | | p-value | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| C19:0 | | 0.116 ± 0.015 | | 0.135 ± 0.006 | | 0.1083 | |
| C20:0 | | <0.01 | | <0.01 | | / | |
| C20:1n-11 | <0.01 | | <0.01 | | / | |  |
| C20:2n-6 | 0.044 ± 0.001 | | 0.045 ± 0.002 | | 0.4220 | |  |
| C20:3n-3 | <0.01 | | <0.01 | | / | |  |
| C20:3n-6 | 0.035 ± 0.002 | | 0.032 ± 0.002 | | 0.1686 | |  |
| C20:3n-9 | 0.372 ± 0.031 | | 0.351 ± 0.009 | | 0.3418 | |  |
| C20:4n-6 | 0.893 ± 0.030 | | 0.97 ± 0.10 | | 0.2755 | |  |
| C20:5n-3 (EPA) | 0.123 ± 0.017 | | 0.110 ± 0.006 | | 0.2817 | |  |
| C21:0 | 0.081 ± 0.007 | | 0.079 ± 0.003 | | 0.6913 | |  |
| C22:0 | <0.01 | | <0.01 | | / | |  |
| C22:1n-13 | <0.01 | | <0.01 | | / | |  |
| C22:2n-6 | 0.133 ± 0.004 | | 0.134 ± 0.004 | | 0.7017 | |  |
| C22:4n-6 | 0.093 ± 0.007 | | 0.101 ± 0.003 | | 0.1764 | |  |
| C22:5n-3 (DPA) | 0.328 ± 0.010 | | 0.307 ± 0.007 | | 0.0459 | |  |
| C22:6n-3 (DHA) | 0.567 ± 0.067 | | 0.546 ± 0.037 | | / | |  |
| C23:0 | <0.01 | | <0.01 | | / | |  |
| C24:0 | <0.01 | | <0.01 | | / | |  |
| C24:1n-15 | 0.110 ± 0.007 | | 0.100 ± 0.017 | | 0.3909 | |  |

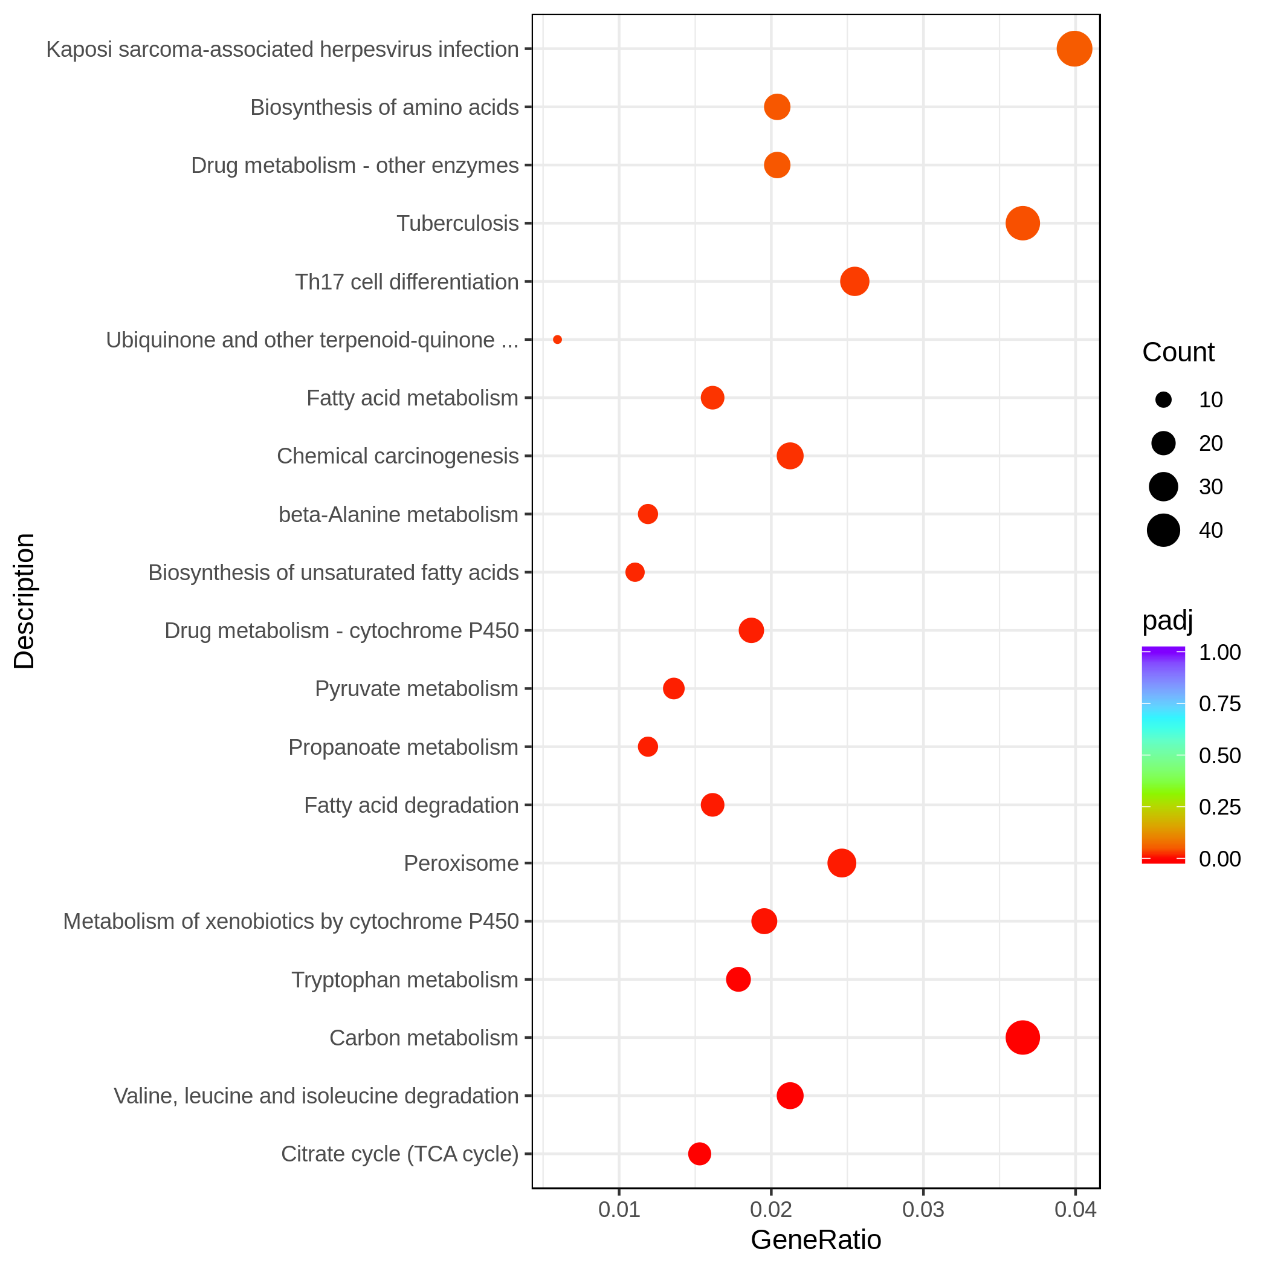

Fig. S1 Top 20 significant KEGG pathways in WAT of CAC and CONT mice.

How the deposited data were processed for this re-analysis (not part of the article)

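The samples were eWAT of 3 mice with LLC tumors (CAC) and of 3 mice injected with PBS (CONT), 1 library per mouse, taken 28 days after injection. Condition and replicate of each library were taken from the deposited sample labels and the paper, which give the same groups. The authors cleaned the reads with their own scripts, aligned them with HISAT2 2.0.5 to the mouse genome of Ensembl release 94 and counted the reads of each gene. The deposited counts are whole numbers per gene without normalization. The FPKM values that the authors deposited beside them rest on the same counts, divided by gene length and by a library total that was smallest in CONT replicate 1 and largest in CAC replicate 3. Alignment, counting and the removal of reads were not repeated here. Coordinates are those of GRCm38, as the deposited table gives them.

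The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The study used DESeq2 1.16.1. The main test was edgeR's quasi-likelihood test (robust estimation, TMM normalization, edgeR's filter on low counts by group, Benjamini-Hochberg adjustment) with condition as the only term. A gene passed with an adjusted p under 0.05 and an absolute log2 fold change above 1, as in the Results of the paper, or with an adjusted p under 0.05 alone, as in its Methods. FPKM values were tested with limma on log2(FPKM + 1) and log2(FPKM + 0.1), over genes with an FPKM of at least 0.5 in at least 3 libraries, and fold changes on that scale understate the change of low genes. CPM values are edgeR's, on the TMM-adjusted library size. Gene lists were tested with limma's camera (inter-gene correlation 0.01) on log2 CPM with a prior count of 2, adjusted over the 31 lists, and again with fry and with the correlation estimated from the data. Groups of 3 libraries are said not to overlap where every library of one group is above every library of the other. A gene with at most 3 counts in each library of a group is given as a lower bound of its fold change.

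The tests were tried on simulated counts drawn from the means, library sizes and dispersions of these libraries, with 200 genes changed. Each dispersion had a single draw, genes were drawn independently, and a call was an adjusted p under 0.05 alone. At the dispersions estimated here, edgeR's quasi-likelihood test called 69% of the changed genes, and 11.0% of its 155 calls were false. DESeq2 called 90% with 36.8% of 285 calls false, edgeR's likelihood ratio test called 82.5% with 25.7% of 222 calls false, voom with sample quality weights called 63% with 8.70% of 138 calls false, and limma on FPKM called 65.5% with 10.3% of 146 calls false. At a dispersion of 0.1 in every gene, the quasi-likelihood test called 98.5% with 1.99% of calls false, and DESeq2 called 97.5% with 9.30% of calls false.

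Depth set the precision as follows. A single read was 1 CPM or less in every library, since 1 CPM stood for 11.2 to 26.5 reads. Confidence intervals of shares of counts are 95% Wilson intervals and cover counting error only, because the libraries have no molecular identifiers. The spread between mice was much larger than this, with a common dispersion of 0.265.

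The gene lists, the main test, the thresholds and these alternatives were fixed before the data were examined: relative log expression (RLE) and upper-quartile normalization, no filter, a filter of at least 10 counts in every library, the replicate number as a block, each library left out in turn, DESeq2, quasi-likelihood without robust estimation, a test against an absolute log2 fold change of 1, FPKM with either pseudocount, and other rules for a detected gene. Chosen after data had been seen were DESeq2 on genes with a total count over 1 with its alpha at 0.1, edgeR's likelihood ratio test, voom with sample quality weights, offsets for transcript length and GC content, and DESeq2 with each library left out. The lists were 4 from the paper (Table 1, Fig. 2d, the labels of Fig. 2a, and the primers of Table S1), 15 of pathways (tricarboxylic acid cycle, branched-chain amino acid degradation, mitochondrial fatty acid oxidation, peroxisome, de novo lipogenesis, elongation and desaturation, triglyceride synthesis, lipolysis, browning, glucocorticoid response, targets of PPARα in fasting, IL-6 and STAT3 acute phase, circadian clock, proliferation, and regulators by SREBP and LXR) and 12 of cell types and tissues (adipocyte, macrophage, B and plasma cell, T cell, neutrophil, mesothelium, epididymis, testis, skeletal muscle, erythroid, endothelium, and fibroblast and matrix). They were written by hand and are not the GO terms or KEGG pathways of the study.

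Genes named in the text are those of Table 1, Fig. 2a, Fig. 2d and the mouse primers of Table S1, the members of each list past the threshold or the 3 with the smallest adjusted p, all Elovl genes, and the regulators by SREBP and LXR. A rule for the 5 largest rises and falls past the threshold named no gene, since 0 genes passed it, while 2294 had an unadjusted p under 0.05. Named after their values were seen were Col1a1, Lep, Gpx5, S100a8, Ly6g and the clock genes of the test on time of collection. Some genes that fall under the rule are not reported here. Scd4 and Ucp1 were not tested because their counts were too low. What each technical explanation would show was written down before its test, or marked as written after the result was seen. In 2 tests the measure was changed or added to after it was first written down. For the share of adipocytes in relation to Elovl6 it was changed 2 times after values had been seen, and all 3 measures are given in the closing section. For transcript length in CONT replicate 1 the rank correlation with length was written down, and the spread left after removing the trend was added, and both are given. The siRNA was matched to the transcripts of GENCODE M21 (GRCm38) with up to 3 mismatches. The GO and KEGG databases, the qRT-PCR values, the human samples and the 3T3-L1 cells were not analysed here.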

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

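The signals below lie in sets of genes that the paper does not discuss as such, and are higher in CAC than in CONT. In the glucocorticoid response list, 1 gene was picked by the study. The tests on transcript length for the assembled loci and the neutrophil list, on tumor cells, on the steepest loci, on blood and on time of day were chosen only after the result was seen.

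Assembled loci with a retroviral protein domain were higher in CAC. Of 50 such loci, 30 were tested, with a median log2 fold change of 1.33 (1.33 with the locus at the floor set to its bound). In edgeR's quasi-likelihood test 25 were higher and 5 lower, 16 had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05 (smallest 0.215). In 13 loci every CAC library was above every CONT library and in 2 below, where chance gives 10% in both directions together. Without CONT replicate 1 the median was 2.01, and across the fits that each left out 1 library it was 1.06 to 2.01. By camera the p was 6.3e-10, with the estimated correlation 0.0405 and by fry 0.0089. The loci held 0.0339, 0.0388 and 0.0691% of the counts in CONT and 0.122, 0.185 and 0.553% in CAC. Most of that rise was 1 locus on chromosome 14 from 32115303 to 32120584, with a log2 fold change of 4.45 (standard error 0.86, adjusted p = 0.215). Without it the shares were 0.0225 to 0.0622% and 0.0527 to 0.105%, and the groups overlapped. Against assembly from CAC reads, the other 184 assembled loci tested had a median of -0.23. Against transcript length, offsets for length and GC content left a median of 1.15. GC content itself was not tested for these loci. They have no reference transcript and were all given the median GC content. Against reads of a single locus shared among all copies, the ratio of CAC replicate 3 to CAC replicate 1 ran from 0.249 to 18.3 over 11 loci. For the 4 loci that were higher in every CAC library than in every CONT library and rose over 5 times between these 2 libraries, shared reads and separate expression cannot be told apart, because the paper's text does not name the counting tool. Tumor cells in the tissue cannot be told apart from expression by the tissue. The proliferation list had a median of -0.51, and of -1.84 without CAC replicate 3, but a small share of tumor cells would stay under its level there. Its mean log2 CPM, centered over the libraries, was highest in CONT replicate 2 (1.32) and CAC replicate 3 (1.27). These are the libraries with carry-over of testis, so the list is not a clean measure of tumor cells. Expression by the tissue in response to the tumor is a candidate explanation that was not tested.

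The glucocorticoid response list was higher in CAC in 18 of 18 genes, with a median log2 fold change of 1.48. In edgeR's quasi-likelihood test 13 had an unadjusted p under 0.05, 11 passed when adjusted over the list alone, and 0 passed over all genes. In 11 genes every CAC library was above every CONT library, where chance gives 10% for both directions. By camera the adjusted p was 3.2e-13, by fry 0.0047, and with the estimated correlation 0.0476. Ddit4, Pdk4 and Fkbp5 had log2 fold changes of 2.89, 2.78 and 2.45 and adjusted p of 0.127 each. Of the 18 genes, 4 are in another list, 1 was picked by the study, and 17 had at least 1 CPM in every CONT library. Against transcript length and GC content, offsets for both left a median of 1.66. Against CONT replicate 1 as the source, the median without it was 1.53. Over the other splits of the 6 libraries the adjusted p of this list ran from 6.4e-06 to 0.621, so camera also called it in some groupings that mix CAC and CONT. Time of day cannot be told apart from a response to the tumor: 0 of 8 clock genes parted the groups with all libraries and 4 of 8 did so without CONT replicate 1, and the times of collection are not given. The 8 genes were chosen after their values were seen. Within the groups the list did not follow these genes: Dbp had 6.33, 132 and 175 CPM in the CONT libraries and 52.4, 39.2 and 6.53 CPM in the CAC libraries, and the list's mean log2 CPM, centered over the libraries, was -0.76, -0.86 and -0.80 in CONT and 1.06, 0.54 and 0.83 in CAC. That goes against time of day as the whole source, but it rests on 1 library in each group. Corticosterone was not measured, and a higher level of it in CAC is a candidate explanation that was not tested.

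The neutrophil list was higher in CAC in 12 of 12 genes, with a median log2 fold change of 3.58, or 3.39 with Ly6g, which was at least 9.34-fold higher (at least 4.90-fold higher without CAC replicate 3), at its bound. In edgeR's quasi-likelihood test 7 had an unadjusted p under 0.05, 7 passed when adjusted over the list alone, and 0 passed over all genes. In 7 genes the libraries did not overlap, where chance gives 10%. Camera gave an adjusted p of 6.5e-07, but fry gave 0.165 and the estimated correlation 0.384. Without CAC replicate 3 the median was 2.27, and it was up to 4.21 with another library left out. Only 3 of the 12 genes had at least 1 CPM in every CONT library. S100a8 had 0.803, 12.6 and 18.0 CPM in CONT and 48.5, 88.4 and 492 CPM in CAC. Mmp8, Retnlg and Cxcr2 had log2 fold changes of 5.61, 4.57 and 3.56. Against transcript length and GC content, offsets for both left a median of 3.64. More blood in the tissue cannot be told apart from neutrophils in the tissue: 1 of the 5 genes of the erythroid list was higher in every CAC library than in every CONT library, but all 5 were higher than in CONT replicates 2 and 3, and 4 were highest in CONT replicate 1. The erythroid list had a median log2 fold change of 0.048, and of 2.77 without CONT replicate 1. More neutrophils in blood or tissue of mice with tumors may contribute, and this was not tested.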

How the results depend on the processing

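With edgeR's quasi-likelihood test the number of genes past both criteria stayed at 0 under RLE and upper-quartile normalization, both filters, no robust estimation, each library left out and the length and GC offsets, with from 1384 to 3032 genes at an unadjusted p under 0.05. The test against an absolute log2 fold change of 1 gave 0 as well. With the replicate number as a block, 1 gene passed both criteria and 1 the adjusted p alone. Deviations of log2 CPM from the group means had correlations of -0.031, 0.059 and -0.154 between libraries with the same number. Between libraries with different numbers they ran from -0.105 to 0.124. This gave no sign that the numbers pair the mice, but 3 libraries in each group cannot rule it out. The standard error of Elovl6 was 0.30 with the block and 0.44 without it, and the smallest adjusted p of all genes was 0.0491 and 0.127. The cause was not tested.

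Other tests called more genes. DESeq2 gave 733 genes past both criteria and 959 past the adjusted p alone, and limma on FPKM gave 5 and 5 with a pseudocount of 1, and 6 and 6 with 0.1. Chosen after the data were seen, DESeq2 with a total count over 1 and an alpha of 0.1 gave 715 and 927, edgeR's likelihood ratio test 387 and 396, and voom with sample quality weights 676 and 956. Of DESeq2's 733 genes, the likelihood ratio test shared 366 and voom 411. On simulated counts with the dispersions of these libraries, calls were made at an adjusted p under 0.05 alone. Of these calls, 105 of 285 were false for DESeq2, 57 of 222 for the likelihood ratio test and 17 of 155 for the quasi-likelihood test. Such shares depend on the criterion and on how many genes are changed, here 200, so they do not carry over to the 733 genes. Why the tests part on the real libraries was not tested. With DESeq2, leaving out 1 library gave from 503 genes (without CAC replicate 3) to 1291 (without CONT replicate 1).

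The log2 fold change of Elovl6 was negative in every setting. It passed the criteria with DESeq2 (-2.27 in both forms, and -2.73 to -2.06 with 1 library left out), the likelihood ratio test (-2.31) and voom (-2.72), and in no setting of the quasi-likelihood test or of FPKM. With both forms of DESeq2, the likelihood ratio test and voom on all 6 libraries, 13, 13, 11 and 10 genes of Table 1 passed, 21, 21, 15 and 16 genes of Fig. 2d, and 2, 2, 2 and 2 genes of the qRT-PCR panel, against 0 of each with the quasi-likelihood test.

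Of 62 genes followed, 8 reversed in at least 1 setting, 6 of them only where a library was left out. Mtor was -0.073 with voom, and Cebpa 0.15 with the length and GC offsets. With 1 library left out, the ranges were -0.039 to 0.50 for Mtor (lowest without CONT replicate 1), -0.52 to 0.018 for Lipe (highest without CONT replicate 1), -0.068 to 0.20 for Pparg (lowest without CAC replicate 2; -0.03 without CONT replicate 2), -0.027 to 1.06 for Cebpb (lowest without CAC replicate 3), -5.07 to 0.99 for Elovl2 (highest without CONT replicate 2; 0.29 without CAC replicate 1 and 0.21 without CAC replicate 2), -4.55 to 0.58 for Elovl4 (highest without CONT replicate 3) and -1.21 to 0.23 for Elovl7 (highest without CONT replicate 2; 0.06 without CAC replicate 1). The other reversals and calls have causes that were not tested.

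For the lists, the estimated correlation left 1 of 8 pathway lists and 0 of 5 cell type and tissue lists past 0.05, and fry 6 and 2. With a library left out, the pathway lists past 0.05 by camera were 7 to 10, the highest without CAC replicate 2. The cell type and tissue lists were 4 to 9, the highest without CONT replicate 1. With the replicate number as a block, the erythroid list passed as well, at an adjusted p of 0.0490 against 0.0967. The number of genes detected was 18767 with a read in every library and 16508 with an FPKM of at least 1, against 34214. Depth limits the genes near the floor: 1 CPM stood for 11.2 reads in CONT replicate 1.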

Differences from the paper's values

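With edgeR's quasi-likelihood test, 0 genes passed both criteria, against the paper's 715 differentially expressed genes, 368 higher and 347 lower. At an unadjusted p under 0.05 there were 2294 genes. Of the alternatives set before the data were examined, DESeq2, the tool of the paper's methods, came closest, with 733 genes, 372 higher and 361 lower. The others gave at most 6 genes. Chosen after seeing the values, DESeq2 with a total count over 1 and an alpha of 0.1 gave 715 genes, 369 higher and 346 lower, and voom with sample quality weights gave 676, 287 higher and 389 lower.

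Among the genes of fatty acid metabolism 0 passed both criteria, against the paper's 22, and among those of long-chain fatty acid metabolism 0, against the paper's 13. All 21 and all 13 had an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 gave 21 and 13, and the others gave 0 of each. Chosen after seeing the values, DESeq2 with a total count over 1 gave 21 and 13, the likelihood ratio test 15 and 11, and voom 16 and 10.

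The adjusted p of Elovl6 was 0.215, against the paper's 0.0000897. The adjusted p was 0.238 for Hacd2 (the paper's 0.0009), 0.228 for Acot4 (the paper's 0.0014), 0.242 for Ephx2 (the paper's 0.0049), 0.275 for Ehhadh (the paper's 0.0049), 0.264 for Acadvl (the paper's 0.0106), 0.261 for Acadl (the paper's 0.0114), 0.275 for Gstm7 (the paper's 0.0124), 0.345 for Acot5 (the paper's 0.0355) and 0.275 for Cyp1b1 (the paper's 0.0355). Of the alternatives set before the data were examined, DESeq2 came closest, and differed from the paper's values for these genes by at most 0.0018. It gave 8.5e-05 for Elovl6, 0.00082 for Hacd2, 0.00133 for Acot4, 0.00466 for Ephx2 and 0.00469 for Ehhadh. It also gave 0.0101 for Acadvl, 0.0108 for Acadl, 0.0118 for Gstm7, 0.0337 for Acot5 and 0.0337 for Cyp1b1. Chosen after seeing the values, DESeq2 with a total count over 1 and an alpha of 0.1 gave 9.0e-05 for Elovl6. It differed from the paper's values for these genes by at most 4.5e-05. For Cyp1b1, voom gave 0.0458.

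The number of genes identified was 34214, and the rule of a total count over 1, chosen after seeing the values, gave 31447, the paper's number. The paper names 22 genes of fatty acid metabolism, and Fig. 2d shows 21.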

Other observations

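The tests on carry-over, on the clock genes, on the share of adipocytes, and on the splits for edgeR and DESeq2 were chosen only after the result was seen.

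CONT replicate 1 stood apart from CONT replicates 2 and 3. Its log2 ratio to the mean of the others fell with transcript length (Spearman's rho -0.487 over 5779 genes, against -0.062 between the others), which is the measure written down in advance for a length bias, and it came out as such a bias would give. Transcripts of up to 3075 bases had a median log2 ratio of 0.53 and those from 7672 bases of -0.44. A length trend is present, but as the whole source it is argued against by a further measure: with the trend of length and GC content removed, the SD of the log2 ratio to CONT replicate 2 was 0.758, against 0.299 between CONT replicates 2 and 3. Without the mitochondrial genes, the SD of the log2 ratio to CONT replicate 2 was 0.803, against 0.303 between CONT replicates 2 and 3. The spread was therefore not made by the ratios of these genes themselves. Whether the counts they take up are a source cannot be decided from it. Such a loss would shift all other genes by a common factor, which leaves the SD as it is. Without these genes edgeR's quasi-likelihood test still gave 0 genes with an adjusted p under 0.05 (2359 with an unadjusted p under 0.05). What else sets this library apart was not tested.

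Every split of the 6 libraries into 3 and 3 was fitted. For genes with an adjusted p under 0.05 by edgeR's quasi-likelihood test, 10 of the 10 splits gave as many, all with 0. For an unadjusted p under 0.05 only the real split, 1 of 10, gave as many as 2294 (135 to 1527 in the others). For DESeq2, 3 of the 10 splits gave at least 733 genes past both criteria: the real split and mixed splits with 751 and 1268. For camera, 1 of 10 gave as many as 15 lists (1 to 14 in the others). The 15 include the lists of Table 1 and Fig. 2d, which the study picked on the real split. Apart from the paper's lists the real split had 8 pathway lists and 5 of cell types and tissues. The other splits were not counted in this way, so the camera count does not set the real split apart. For limma on FPKM, 1 of 10 gave as many as 5 genes (0 to 1). With 10 splits the share is never under 0.1.

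The lower Elovl6 was set against a lower share of adipocytes, which would lower the adipocyte list as far as Elovl6 and raise every other cell type. The deciding measure was changed 2 times after values had been seen, so all 3 are given. The median log2 fold change of the adipocyte list, the first measure, was -0.19 over 16 genes that went both ways, from -1.56 to 0.83. Its lowest gene, Lep, the second, was -1.56 with a standard error of 1.94, too wide to part it from Elovl6. The third was the B and plasma cell list, with a median of -1.65 and 22 of 24 genes lower, while the neutrophil list rose, so other cell types moved apart. B and plasma cells could fall on their own while the share of adipocytes falls too, so the third measure cannot decide. The first goes against a lower share as the whole source, since -0.19 is far from the -2.31 of Elovl6. Without CAC replicate 1 the list's median was lower, at -0.58, against -2.04 for Elovl6. A test changed in this way is weaker than a test kept as first written. A change in the kind of adipocytes may still contribute.

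For the genes of Table 1, offsets for length and GC content left a median absolute log2 fold change of 1.85, against 1.74, and all 13 kept their sign, which argues against that bias as their source.

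Cell type lists moved in different directions by camera. The B and plasma cell list had an adjusted p of 1.3e-09 (0.0209 by fry, 0.159 with the estimated correlation), with 13 genes lower without overlap, where chance gives 10%; Ighm had a log2 fold change of -3.25. The T cell list had a median of -0.54 and an adjusted p of 0.0398, and it was 0.280 without CONT replicate 2, 0.0577 without CAC replicate 2 and 0.103 without CAC replicate 3. The fibroblast and matrix list had a median of -1.22, 15 of 16 genes lower and an adjusted p of 5.6e-05 (0.215 by fry); Col3a1 and Col1a1, the latter chosen after its values were seen with a log2 fold change of -2.13, were lower in every CAC library. Against length and GC content, offsets for both left a median of -1.04 for this list.

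In the main setting with all libraries, browning (adjusted p = 0.221, and 0.0239 without CAC replicate 1) and circadian clock (0.207) did not pass camera. Proliferation did not pass there (0.113), but with all libraries it passed under the filter of at least 10 counts in every library (0.0423). It also passed with the length and GC offsets (0.0270), and without CAC replicate 3 (3.9e-06 and a median of -1.84). Regulators by SREBP and LXR (0.178), adipocyte (0.760, and 0.0208 without CAC replicate 1) and macrophage (0.292, and 0.0077 without CONT replicate 1) did not pass in the main setting. The same held for mesothelium (0.812, and 0.0200 without CAC replicate 2) and testis (0.471, and 0.00023 without CAC replicate 3). It held as well for skeletal muscle (0.244, and 0.0079 without CONT replicate 1) and endothelium (0.245, and 0.00015 without CONT replicate 1). Erythroid was at 0.0967 with a median of 0.048, and at 1.7e-07 with a median of 2.77 without CONT replicate 1. The labels of Fig. 2a (0.471) and the qRT-PCR panel (0.812) did not pass either. Triglyceride synthesis was at 0.0481 and lipolysis at 0.0361 without CAC replicate 2. The IL-6 and STAT3 acute phase list passed at 0.0300 and was at 0.0551 without CONT replicate 2 and 0.278 without CAC replicate 3. The lists of Table 1 and Fig. 2d passed at 1.3e-06 and 2.8e-10 (0.0328 and 0.0271 by fry), and both were picked on these libraries.

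Carry-over of neighboring tissue may account for some genes. In CONT replicate 3, 13 of 19 epididymis genes with at least 1 CPM were at least 10 times higher than in each other library, and they took 1.68% of its counts; Gpx5 reached 5354 CPM. Carry-over was not limited to this library: 3 genes were at least 10 times higher in CONT replicate 1 than in each other library, and the list summed to 321 CPM there and to 89.5 CPM in CONT replicate 2, against 1.52, 5.09 and 18.8 CPM in the CAC libraries. By camera the 3 tested genes of this list had an adjusted p of 0.0023 and a median of -6.13, and of 0.0019 and -5.22 without CONT replicate 3. All 9 testis genes were at least 10 times higher in both CONT replicate 2 and CAC replicate 3, at 0.162 and 0.205% of the counts.

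The clock genes of CONT replicate 1 and CAC replicate 3 lay beyond the other libraries of their groups. In both libraries 8 of 8 did so in the direction of their phase. The 8 genes were chosen from the 18 of the clock list after their values were seen, so this count does not test another time of collection, which cannot be told apart from other sources because the times are not given. Against transcript length bias as the whole source, 8 of 8 did so in CAC replicate 3 and 8 of 8 in CONT replicate 1 with the trend of length and GC content removed. Over all 18 genes, the median absolute log2 ratio to the rest of the group was 1.74 in CONT replicate 1 and 1.71 with the trend removed, and 0.97 and 1.04 in CAC replicate 3. With the trend removed it was 0.30 between CONT replicates 2 and 3 and 0.51 between CAC replicates 1 and 2.

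In the libraries, the genes of the qRT-PCR panel had these log2 fold changes and adjusted p by edgeR's quasi-likelihood test: Pnpla2 1.36 (0.238), Ppara 1.90 (0.379), Srebf1 -0.53 (0.520), Fasn -0.93 (0.498), Scd1 -1.58 (0.517), Pparg 0.09 (0.902), Cebpa -0.20 (0.802), Cebpb 0.35 (0.796), Lipe -0.27 (0.783) and Mtor 0.28 (0.779). Pnpla2 and Elovl6 had an unadjusted p under 0.05, and both passed when adjusted over the list alone. That number rested on single libraries: it was 0 without CONT replicate 2, CONT replicate 3 or CAC replicate 2, and 1 without CAC replicate 3. It was 3 without CONT replicate 1 or CAC replicate 1, and 1 with all libraries but no robust estimation. Scd1 was at -3.20 without CAC replicate 1. Ucp1 had 6, 0 and 0 reads in CONT and 1, 2 and 2 in CAC and was not tested.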
